# miR-93 regulates Msk2-mediated chromatin remodelling in diabetic nephropathy

**DOI:** 10.1038/ncomms12076

**Published:** 2016-06-28

**Authors:** Shawn S. Badal, Yin Wang, Jianyin Long, David L. Corcoran, Benny H. Chang, Luan D. Truong, Yashpal S. Kanwar, Paul A. Overbeek, Farhad R. Danesh

## Abstract

How the kidney responds to the metabolic cues from the environment remains a central question in kidney research. This question is particularly relevant to the pathogenesis of diabetic nephropathy (DN) in which evidence suggests that metabolic events in podocytes regulate chromatin structure. Here, we show that miR-93 is a critical metabolic/epigenetic switch in the diabetic milieu linking the metabolic state to chromatin remodelling. Mice with inducible overexpression of a miR-93 transgene exclusively in podocytes exhibit significant improvements in key features of DN. We identify miR-93 as a regulator of nucleosomal dynamics in podocytes. miR-93 has a critical role in chromatin reorganization and progression of DN by modulating its target Msk2, a histone kinase, and its substrate H3S10. These findings implicate a central role for miR-93 in high glucose-induced chromatin remodelling in the kidney, and provide evidence for a previously unrecognized role for Msk2 as a target for DN therapy.

## Abstract (web summary)

Podocyte injury is central to kidney dysfunction in diabetic nephropathy. Here the authors show that Msk2 is a target of miR-93 and this interaction mediates pathogenic chromatin remodelling in diabetic nephropathy.

Diabetic nephropathy (DN) is a major microvascular complication of both type 1 and 2 diabetes, and the most common cause of end-stage kidney disease in the United States^1^. Prolonged hyperglycaemia leads to chronic metabolic and haemodynamic changes that result in a myriad of genetic and epigenetic changes, which ultimately set the stage for the progression of DN. However, how metabolic responses in the cytoplasm lead to transcriptional and epigenetic changes in the nucleus in DN is not clear.

MicroRNAs (miRNAs) are short noncoding RNAs that generally function through suppression of their complementary target messenger RNAs (mRNAs) via formation of the effector ribonucleoprotein complex RNA-induced silencing complex (RISC). miRNAs are involved in numerous biological processes in the cell, and have emerged as potential targets in the treatment of a wide variety of disease states, including heart failure, cancer and diabetes^2^,^3^,^4^,^5^. Studies have linked miRNAs to several kidney diseases^6^,^7^,^8^,^9^; we have previously reported that miR-93, a metabolically regulated miRNA, is differentially downregulated in the kidneys of experimental models of diabetes^10^. However, whether restoration of miR-93 expression in kidneys could have therapeutic implications in DN is unexplored. In the present study, we investigate the effect of miR-93 in DN using both genetic and pharmacological approaches, and explore possible mechanisms of how miR-93 can influence progression of DN. Importantly, we define a unique mechanistic role of miR-93 in DN, whereby metabolically regulated miR-93 serves as a metabolic/epigenetic switch in the regulation of chromatin states in podocytes in the diabetic milieu. In addition, we identify Msk2 (mitogen and stress-activated kinase-2; Rps6ka4) as a target of miR-93 and a novel target for DN therapy.

Msk2 is a member of the RSK (Ribosomal S6 Kinase) family of serine/threonine kinases, and an important kinase for Histone H3 Ser10 phosphorylation (H3S10P)^11^. H3S10 is phosphorylated by a select group of kinases, and its phosphorylation by Msk2 is directly involved in nucleosomal remodelling and global transcriptional activation upon exposure to mitogens and stress signals^12^,^13^,^14^. Although H3S10P facilitates chromatin remodelling^15^, the impact and influence of Msk2-mediated H3S10 phosphorylation on chromatin remodelling in podocytes, and whether Msk2/H3S10P contribute to the pathogenesis of DN, is mostly unexplored.

In the current study, we find that changes in miR-93 expression, through modulation of Msk2-dependent H3S10P, can lead to widespread changes in chromatin organization and gene transcription. Furthermore, we demonstrate that targeting Msk2 *in vivo* could provide a target for prevention of DN progression. Our results support a model in which miR-93 by targeting Msk2, a chromatin modifier, regulates a group of seemingly unrelated as well as functionally related genes, greatly amplifying its downstream effect in DN.

## Results

### Generation of a podocyte-specific inducible miR-93 mouse model

miR-93 is a signature miRNA under high glucose (HG) conditions, whose expression is reduced ∼twofold in several experimental models of DN (Supplementary Fig. 1)^10^. To elucidate the consequences of restoring miR-93 levels in *in vivo*, we generated a conditional and inducible mouse model of miR-93 overexpression (floxed *miR-93*^*Tg*^) (Fig. 1a; Supplementary Fig. 2a–c). To induce podocyte-specific overexpression of miR-93, we employed mice carrying a tamoxifen-inducible improved Cre recombinase (iCre-ER^T2^) expressed under the regulation of the human *NPHS2* (podocin) gene promoter (hereafter referred to as Pod-Cre-ER^T2^) previously generated in our laboratory^16^.

Pod-Cre-ER^T2^ mice were crossed with mTomato/mGFP (mT/mG) reporter mice to further validate the podocyte-specific activity of our Cre mice^17^. Treatment with tamoxifen-induced efficient recombination with a robust induction of mGFP expression in podocytes in Pod-Cre-ER^T2^ mice (Fig. 1b,c; Supplementary Fig. 2d). Crossing floxed *miR-93*^*Tg*^ mice with Pod-Cre-ER^T2^ mice allowed for generation of the desired podocyte-specific miR-93 bigenic mice (Pod-CreER^T2^;*miR-93*^*Tg*^ mice, hereafter referred to as *miR-93*^*PodTg*^ mice) (Fig. 1d,e). Quantitative reverse transcription polymerase chain reaction (qRT-PCR) analysis of podocytes isolated from *miR-93*^*PodTg*^ mice following tamoxifen induction revealed a physiologically relevant increase (∼twofold) in miR-93 expression levels (Fig. 1f; Supplementary Fig. 2e,f).

We observed no significant changes in kidney histology or podocyte morphology compared to controls as assessed by Periodic-Acid Schiff's (PAS) staining and transmission electron microscopy (TEM) (Fig. 1g). These mice displayed no functionally significant differences in albumin to creatinine ratio (ACR), body weight, blood pressure or fasting blood glucose compared to non-induced controls (Fig. 1h–k). These findings suggest that conditional overexpression of miR-93 in podocytes does not significantly alter kidney homoeostasis or function in non-diabetic mice.

### miR-93 overexpression confers protection against DN

To investigate whether targeted overexpression of miR-93 in podocytes rescues some of the key features of the DN phenotype, we crossed *miR-93*^*PodTg*^ mice with *Lepr*^*db/+*^ mice, an established model of type 2 diabetes, to generate triple transgenic diabetic *Lepr*^*db/db*^*-miR-93*^*PodTg*^ mice (hereafter referred to as db/db:*miR-93*^*PodTg*^) (Fig. 2a). Tamoxifen-induced db/db:*miR-93*^*PodTg*^ mice exhibited similar body weight, blood glucose and kidney/body weight ratios compared with controls (non-induced db/db:*miR-93*^*PodTg*^ mice) (Fig. 2b–d). However, induction of miR-93 in db/db:*miR-93*^*PodTg*^ resulted in a significant protection against albuminuria (Fig. 2e,f), mesangial matrix expansion (Fig. 2g,h) and a significant attenuation in glomerular desmin staining, a marker of podocyte injury (Fig. 2g,i). Furthermore, induction of miR-93 in podocytes of diabetic mice prevented podocyte loss and restored the protein levels of synaptopodin and nephrin compared to controls (Supplementary Fig. 3a–c). TEM micrographs from tamoxifen-induced db/db:*miR-93*^*PodTg*^ mice revealed significantly attenuated podocyte foot process effacement and improved slit diaphragm morphology (Fig. 2g, rows three and four). Furthermore, quantification revealed a significant reduction in glomerular basement membrane (GBM) thickness, reduced foot process effacement and increased foot process density in induced-db/db:*miR-93*^*PodTg*^ mice (Supplementary Fig. 3d,e). Scanning electron microscopy (SEM) analysis corroborated these observations (Fig. 2g, row five). Taken together, our results demonstrate that miR-93 overexpression in podocytes confers significant renoprotection in DN.

### Pharmacological delivery of miR-93 attenuates key features of DN

Because replacement therapy of miRNAs *in vivo* has recently proven promising for the treatment of cancer^18^, we speculated that pharmacological replacement of miR-93 *in vivo* may also protect against progression of DN. To this aim, modified miR-93 mimics for *in vivo* use were injected intraperitoneally (i.p.) twice a week to diabetic db/db mice (Fig. 2k). Using confocal microscopy, we first tracked the presence of exogenously administered Dy547-labelled miR-93 mimics *in vivo*, where miR-93 mimics appeared to be predominantly localized in the tubules, and to some extent in glomeruli (Fig. 2l). There was a ∼threefold increase in miR-93 levels in kidneys from miR-93 mimic-treated mice as compared to kidneys from non-targeting (NT) controls (Fig. 2m). Several other organs (for example, liver and spleen) also exhibited robust increases in miR-93 levels compared with mice receiving NT mimics (Fig. 2m). To assess the therapeutic potential of miR-93 in DN, we injected miR-93 mimics or NT mimics to 8-week-old db/db mice twice per week for 8 weeks (Fig. 2k; Supplementary Fig. 3f–g). We found that pharmacological administration of miR-93 reduced proteinuria in diabetic mice (Fig. 2n). Similar to our transgenic approach, we observed significant rescue in several podocyte parameters, including a significant reduction in glomerular desmin staining, attenuated mesangial matrix expansion, increased WT1+ cells and increased synaptopodin, and nephrin levels in miR-93 mimic-treated mice compared to controls (Fig. 2o, p; Supplementary Fig. 3h–j). Thus, our findings suggest that pharmacological replacement of miR-93 may have therapeutic benefits in DN.

### miR-93 mediates chromatin dynamics in podocytes

miR-93 does not have its own promoter and is localized in an intron of the *MCM7* gene (Fig. 3a). Since the levels of miR-93 and its host gene, *MCM7*, in patients with DN are not known, we initially used publicly available datasets from Nephroseq^19^ to interrogate the expression level of *MCM7* in patients with DN. We found that *MCM7* mRNA was significantly reduced in patients with DN compared to control subjects (Fig. 3b). We also assessed miR-93 expression levels in human kidney biopsy samples from control subjects and in patients with DN (Supplementary Table 1), and found miR-93 expression was significantly reduced in patients with DN (∼50%) compared to control subjects (Fig. 3c).

We next interrogated the molecular mechanisms by which miR-93 exerts its protective effects in podocytes. Using standard miRNA target prediction tools, we had previously identified vascular endothelial growth factor (VEGF) as a target of miR-93 *in vitro*^10^, and thus we initially validated VEGF as a miR-93 target *in vivo* (Supplementary Fig. 4). However, we were interested to use an unbiased approach to identify functionally important miR-93 targets that may be the key to unravelling its biological function in podocytes. Using RNA-Seq analysis, we explored genes differentially regulated by miR-93 overexpression in podocytes (Fig. 3d). The list of significantly downregulated genes was analyzed for the over-representation of any miRNA seed sequence motifs. This analysis confirmed that the miR-93 seed motif was enriched within the 3′-UTRs of significantly downregulated genes (Supplementary Fig. 5a–c). We then searched for differences in the expression of gene sets that may be altered by miR-93 overexpression using the gene set enrichment analysis (GSEA) database^20^. Unexpectedly, GSEA analysis revealed that miR-93 could mediate the expression of genes from several target gene sets implicated in chromatin remodelling (Fig. 3e,f, gene sets highlighted in red).

To gain insight into this previously unrecognized chromatin-modifying function of miR-93 in cultured podocytes in an unbiased manner, we utilized DNaseI hypersensitivity assays coupled with high-throughput sequencing (DNase-Seq) analysis^21^,^22^,^23^,^24^,^25^. DNase-Seq has evolved into a powerful technique for identifying genome-wide DNase hypersensitive sites (DHS), which typically occur in nucleosome free regions and near gene regulatory elements. We therefore assessed miR-93-modulated DNase1 hypersensitivity changes in podocytes cultured in HG conditions (Fig. 4a). 

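DNase-Seq was performed on differentiated, conditionally immortalised mouse podocytes, a cell line of the glomerular epithelium. DNaseI cuts DNA that is not covered by nucleosomes, so the ends of the released fragments pile up at accessible sites. The cells were kept for 36 h in 5 mM glucose (NG), in 25 mM glucose with 50 nM of a non-targeting mimic (HG+NT) or in 25 mM glucose with 50 nM of the miR-93 mimic (HG+miR-93), with 2 replicates per condition. The labels name no mimic for NG, so NG and HG+NT may differ in transfection as well as in glucose. Genomic DNA digested with a smaller amount of DNaseI, 1 sample, served as input. The authors trimmed the reads, mapped them to mm10 with Bowtie, removed duplicates and called peaks with MACS2 against the input. They deposited 1 list of peaks per condition, named as a joint set of its replicates, and the values of single replicates were not analysed here. No difference between conditions could therefore be set against a spread between replicates, and no test between conditions was run. Each peak has a position, a summit, a fold over the input's local mean, and a −log10 p and −log10 q, all of them the authors' values.
The lists held 1036304 peaks in NG, 846027 in HG+NT and 900109 in HG+miR-93, with median widths of 1401, 1790 and 1664 bp. They covered 93.7%, 95.4% and 94.8% of the chromosomes, and the largest p of a listed peak was 0.9 in each. A −log10 q of at least 2 was reached by 73 peaks in NG, 94 in HG+NT and 1 in HG+miR-93. Folds were hence ranked within each list and used as percentiles, and the strongest peaks by −log10 p were examined beside all peaks. MACS2 computes the fold and the p of a peak from the number of fragments at its summit and the input's local mean, so both could be solved for. All distinct pairs of fold and p tested had a solution, against 9.50%, 9.49% and 10.4% of pairs in which folds and p were mismatched. The depth relative to the input was 2.24 for NG, 3.85 for HG+NT and 5.15 for HG+miR-93, so that the HG+NT list rested on 1.72 times and the HG+miR-93 list on 2.30 times the fragments of the NG list. The median number of fragments at a summit was 6, 10 and 12. Multiplied by the scaling factor of its list, this number is given as the pileup, in fragments at the depth of the input, with a 95% exact Poisson interval that covers counting error only.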

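For each protein-coding gene, the peak with the highest fold among those overlapping 500 nt on either side of a TSS was taken from each list. Its fold was expressed as a percentile within the list over the 21835 genes with such a peak in all 3 lists. Genes are not independent replicates. Across them, Spearman's rho of the percentiles was 0.413 between NG and HG+NT, 0.386 between NG and HG+miR-93 and 0.566 between HG+NT and HG+miR-93. In the same order, rho was 0.827, 0.816 and 0.893 by pileup, a ranking chosen after the values had been seen. Over the 10916 promoters with the higher mean percentile, rho by fold was 0.0973, 0.0140 and 0.264. These promoters were selected by the mean of the same percentiles, which lowers rho by itself. Their values therefore do not show weaker agreement at stronger promoters. Over all promoters, the agreement between lists depended on whether fold or pileup was ranked. A change under HG that miR-93 reverses places HG+NT above or below both other conditions. HG+NT was the highest or lowest of the 3 conditions at 62.0% of promoters, NG at 73.1% and HG+miR-93 at 64.9%, where 3 exchangeable lists would each give 2 of 3. Ranked by pileup, a setting chosen after the values had been seen, the share of HG+NT was 60.7%, the furthest from 62.0% of the alternatives. Of the 10959 promoters with a higher percentile in HG+NT than in NG, 6770 (61.8%) had a lower one in HG+miR-93 than in HG+NT, and of the 10876 with a lower percentile, 6766 (62.2%) had a higher one. Both changes share the HG+NT list, and counting error in that list gives reversals with no effect of treatment. When unchanged promoters were simulated at the depths of the lists and ranked by pileup, HG+NT was highest or lowest at 65.5% of them (range over 20 draws, 64.7% to 66.0%), against 60.8% observed when equal pileups were ordered at random as in the simulation.
The largest rises followed by a fall were at *Zbtb7a* (chromosome 10, 81135220 to 81152995 of GRCm38), with percentiles of 8.05 in NG, 96.9 in HG+NT and 6.86 in HG+miR-93, at *Tmem181a* and at *Plekha3*. At *Zbtb7a* the input's local mean was 9 in NG and 5.2 in HG+NT, and by pileup its percentile rose only from 88.3 to 98.9. The HG+miR-93 peak had 55 solutions for its fragments, so the change by pileup from HG+NT to HG+miR-93 was not determined. At *Tmem181a* the peaks were 46747, 83099 and 46747 bp wide and their summits lay up to 46941 nt from the TSS. The largest falls followed by a rise were at *Phf1* (chromosome 17, 26933052 to 26937908), with percentiles of 95.2, 2.92 and 88.3, at *H1fnt* on chromosome 15 and at *Aox4*. The *Phf1* summits lay 6131, 3 and 6119 nt downstream of a TSS, so different positions were compared, and at *Plekha3*, *H1fnt* and *Aox4* the HG+NT summit also lay at another position than that of NG. In 1 list each, *Tmem181a*, *Plekha3* and *Phf1* had 2 solutions. *H1fnt* and *Aox4*, with 1 solution in each list, kept their directions when ranked by pileup, with changes of -16.9 and -3.05 points from NG to HG+NT and of 14.3 and 0.380 from HG+NT to HG+miR-93. By chromosome, the median percentile changed from NG to HG+NT by 11.7 points on chromosome 8, 15.0 on chromosome 15, 8.84 on chromosome 19, 11.4 on X and -14.7 on Y, and by -4.94 to 3.37 on the other autosomes. From HG+NT to HG+miR-93 it changed by -1.52 to 1.02 points over the autosomes.

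**Figure D1:**
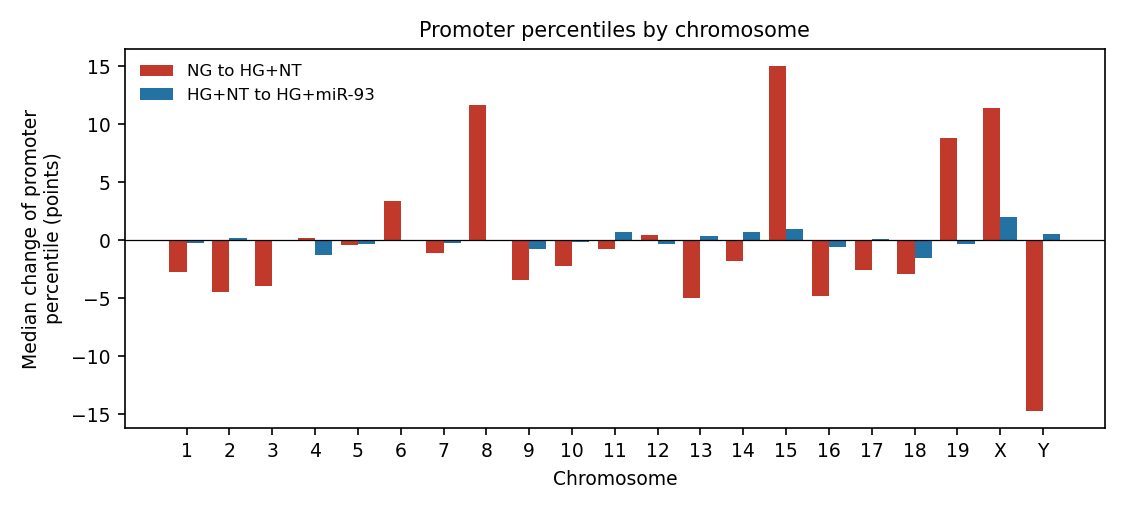
Median change of the promoter percentile on each chromosome, in percentile points, from NG to HG+NT (red) and from HG+NT to HG+miR-93 (blue). Chromosomes 8, 15, 19 and X rose and Y fell from NG to HG+NT, while the autosomes stayed between -1.52 and 1.02 from HG+NT to HG+miR-93.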

Importantly, we identified a number of HG-related DHS sites, which were reversed upon miR-93 overexpression (Fig. 4b). In particular, our DNase-Seq data revealed that miR-93 overexpression reversed HG-induced changes in hypersensitive sites at the transcription start sites (TSS) of several genes critical in the development of DN, including *Fn1* (fibronectin), *Ctgf* (connective tissue growth factor), *Serpine1* (serpin peptidase inhibitor member 1), *Rock1* (rho-associated, coiled-coil containing protein kinase 1) and *Wt1* (Wilm's tumour protein 1) (Fig. 4c–g)^26^,^27^. 

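*Fn1* lies on chromosome 1 of GRCm38 from 71585520 to 71653200, on the minus strand. Its strongest promoter peak had a fold of 2.62 in NG, 3.42 in HG+NT and 3.30 in HG+miR-93, at percentiles of 86.7, 98.4 and 99.3. The HG+NT and HG+miR-93 summits fell in an untranslated exon and the NG summit in an intron. The pileup was 5.36 (interval 2.77 to 9.36), 8.57 (5.90 to 12.0) and 7.58 (5.39 to 10.4), and these intervals overlapped. With the folds of all its promoter peaks summed, the percentile changed by -7.76 from NG to HG+NT.
*Ctgf*, named *Ccn2* in the annotation, lies on chromosome 10 from 24595442 to 24598683, on the plus strand. Its percentile was 20.5 in NG, 92.2 in HG+NT and 89.2 in HG+miR-93, with folds of 1.48, 2.64 and 2.38. The NG summit lay 848 nt downstream of a TSS in an intron, with a pileup of 4.91 (2.45 to 8.79). The others lay at -43 and -33 nt from another TSS of the gene, where negative values are upstream, with pileups of 12.2 (8.97 to 16.2) and 10.9 (8.22 to 14.1). Another NG peak overlapping the promoter had a pileup of 8.93 (5.46 to 13.8), whose interval overlapped both. With folds summed, the rise from NG to HG+NT was 1.87 points, and ranked by pileup *Ctgf* rose by 1.66 from HG+NT to HG+miR-93.
*Rock1* (chromosome 18, 10064401 to 10182045, minus strand) had percentiles of 65.5, 90.1 and 94.5, with summits at -256, -208 and -181 nt from its TSS. Its pileup was 10.3 (6.51 to 15.4), 11.7 (8.52 to 15.6) and 12.4 (9.58 to 15.9). The strongest promoter peak by fold of each of the 3 genes had a −log10 q of 0 in every list.

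**Figure D2:**
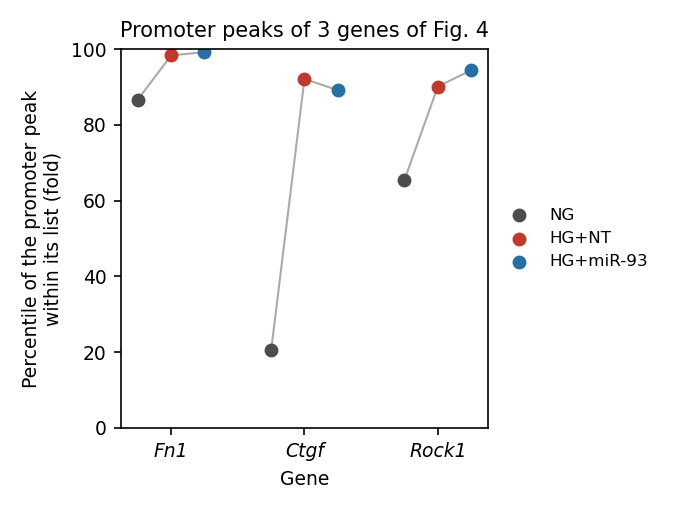
Percentile of the strongest promoter peak by fold within each list (0 to 100) for *Fn1*, *Ctgf* and *Rock1* in NG (grey), HG+NT (red) and HG+miR-93 (blue), 1 point per list. From HG+NT to HG+miR-93, *Ctgf* went from 92.2 to 89.2 and the other genes rose.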

Gain or loss of hypersensitivity upon miR-93 overexpression at these genes coincided with differential patterns of mRNA expression, suggesting changes in chromatin structure were functionally related to changes in gene expression (Fig. 4h; Supplementary Fig. 6). While we observed a number of specific changes in DHS scores at several loci, the location of these sites, as measured by read distribution, was not significantly altered (Supplementary Fig. 7a). This suggests that miR-93 could alter the state of existing DHS sites, but did not necessarily lead to the creation of new sites. 

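Summits were located relative to 54374 TSSs of 21866 protein-coding genes in GENCODE vM21, of the same genome build. Over all peaks, 2.12% of NG summits (95% Wilson interval 2.10% to 2.15%), 2.38% of HG+NT summits (2.35% to 2.42%) and 2.24% of HG+miR-93 summits (2.21% to 2.27%) lay within 500 nt of a TSS. Another 93.3%, 93.3% and 93.7% lay more than 2500 nt away. Among the 20000 strongest peaks of each list, the share within 500 nt was 28.5% in NG (27.9% to 29.1%), 19.6% in HG+NT (19.1% to 20.2%) and 15.2% in HG+miR-93 (14.7% to 15.7%), and these intervals did not overlap. In this set the summits within 2500 nt were centred on the TSS in all conditions, with median offsets of 0, -9 and 9 nt, and with quartiles at -127 and 174 nt in NG, -118 and 196 nt in HG+NT and -129 and 276 nt in HG+miR-93. Among the 50000 strongest peaks the share within 500 nt was 12.3%, 13.6% and 12.0%, with HG+NT the highest, so the order of the conditions depended on the number of peaks taken. Of these peaks, 42.5% in NG, 5.32% in HG+NT and 0.758% in HG+miR-93 were drawn at random from peaks equal in p and fold. The NG share at this number thus rests in large part on peaks that the list does not rank. The alternative that moved the share most differed by condition. For NG it was the 5000 strongest peaks, a setting chosen after the values had been seen, with 65.6%. For HG+NT it was a minimum −log10 q of 5, with 8 of 8 peaks, and for HG+miR-93 a minimum of 2, with its only peak.

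**Figure D3:**
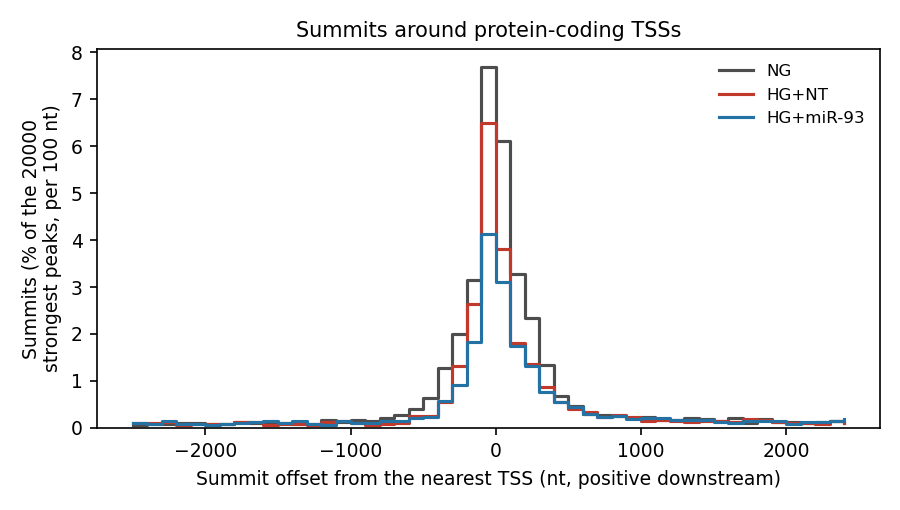
Summits of the 20000 strongest peaks of each list around protein-coding TSSs, as the percentage of the list per 100 nt (vertical axis) against the offset from the nearest TSS in nt (horizontal axis, positive downstream). All 3 lists peak in the 100 nt upstream of the TSS, at 7.68% in NG, 6.50% in HG+NT and 4.13% in HG+miR-93.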

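Peaks were counted as shared when they overlapped by at least 1 bp. Of the 900109 HG+miR-93 peaks, 2663 (0.296%, 95% Wilson interval 0.285% to 0.307%) overlapped no HG+NT and no NG peak, against 0.597% of HG+NT peaks and 0.510% of NG peaks that overlapped neither other list. Of the HG+NT peaks, 822133 (97.2%) overlapped a peak of both other lists. With the other lists shifted along the chromosomes, a mean of 99.5% did so, since the lists covered most of the genome. Among the 20000 strongest peaks of each list, 59.8% of HG+miR-93 peaks, 56.7% of HG+NT peaks and 68.0% of NG peaks overlapped none of the strongest peaks of the other lists, and shifted lists gave 82.5%, 82.6% and 85.6%. HG+NT and HG+miR-93 shared the most of them, with 32.3% of the HG+NT peaks overlapping a HG+miR-93 peak and 22.4% an NG peak, against 11.0% and 7.37% in shifted lists. All 20000 strongest HG+miR-93 peaks overlapped a peak of the full HG+NT and NG lists. From the distribution of reads, the paper proposes that miR-93 altered the state of existing sites without necessarily creating others.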

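Gene families were taken from gene symbols, and each family's median change of promoter percentile from HG+NT to HG+miR-93 was placed among those of 10000 random gene lists of the same size, matched on the mean percentile over the lists. These percentiles describe the deposited lists and test no difference between conditions. The random lists were not matched on GC content or position. The 68 replication-dependent histone genes had a median change of -2.81 points, at percentile 15.7 of the random lists. Under the alternatives this percentile was 26.4 at the highest, with 1000 nt promoters. By pileup, a ranking chosen after the values had been seen, the change was -7.82 and below all 10000 lists. The 394 Zfp zinc finger genes, most of which encode candidate regulators of transcription, had a median change of -0.669 points (percentile 22.7). By −log10 p their change had the other sign, 0.801 (percentile 22.8), and by pileup it was -0.923 (percentile 1.56). Their percentile was 11.7 with 1000 nt promoters. It was 32.0 with folds over the chromosome's median, a setting also chosen after the values had been seen. For the 1465 olfactory and vomeronasal receptor genes, which encode membrane receptors, the median change was -0.156 (percentile 31.9, and 66.0 by −log10 p). Ribosomal protein genes, 88 in number and included for comparison, changed by -3.80 (percentile 2.69), with a percentile of 5.68 at the highest under the alternatives, by −log10 p.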

Finally, to test whether genes near DHS sites that experienced changes in hypersensitivity were functionally related, we performed GSEA analysis and found miR-93-induced changes in hypersensitive sites significantly affected pathways important for global regulation of transcription, consistent with the predicted role of miR-93 in chromatin remodelling (Supplementary Fig. 7b). Taken together, these data suggest that one salient but unexpected feature of miR-93 overexpression is its potential to reverse HG-induced changes in chromatin structure and global gene transcription.

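HG-gained peaks were defined as HG+NT peaks that overlapped no NG peak, and HG-lost peaks as NG peaks that overlapped no HG+NT peak. Of 16137 HG-gained peaks, 5048 were absent from HG+miR-93 (31.3%, 95% Wilson interval 30.6% to 32.0%). Of 9888 HG-lost peaks, 4604 were present in HG+miR-93 (46.6%, 45.6% to 47.5%). Shifted lists gave means of 1.93% and 98.1%. With the roles of the lists exchanged, 39.3% of the NG peaks absent from HG+miR-93 were also absent from HG+NT, 19.1% of the HG+miR-93 peaks absent from NG were absent from HG+NT, and 37.1% of those absent from HG+NT were absent from NG. Among the 20000 strongest peaks, 73.0% of 15520 HG-gained peaks were absent from HG+miR-93, where shifted lists gave a mean of 89.2%, and 11.6% of 15380 HG-lost peaks were present in HG+miR-93, where shifted lists gave 7.40%. In this set, the NG peaks absent from HG+NT were also absent from HG+miR-93 in 88.4% and those absent from HG+miR-93 also absent from HG+NT in 85.2%. For HG+miR-93 peaks the share was 74.3% of those absent from NG and 88.0% of those absent from HG+NT. The share for HG-gained peaks was thus the lowest of these. From the sites at which HG+miR-93 differed from HG+NT in the direction of NG, together with gene expression, the paper proposes that miR-93 overexpression can reverse HG-induced changes in chromatin structure and transcription.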

In order to tease out the specific downstream target of miR-93 that could mediate this effect, we analyzed the RNA-Seq results and assessed several potential targets of miR-93 with the ability to mediate chromatin remodelling. Among several potential candidates, we chose to test the contribution of the mitogen and stress-activated kinase 2 (Msk2) gene as a differentially regulated target gene (Fig. 4i). Msk2 has previously been shown to regulate serine 10-phosphorylation of histone H3 (H3S10P), an epigenetic mark with an important role in global gene regulation and chromatin dynamics^11^,^28^. To assess the relevance of Msk2 in DN, we interrogated public datasets in patients with DN, which revealed a significant increase in *MSK2* mRNA expression in DN patients compared to controls (Fig. 4k). Importantly, elevated *MSK2* expression correlated significantly with reduced glomerular filtration rate in the same patients (Fig. 4l). Consistent with our selection, we observed a reduction in RNA tag density at Msk2 in miR-93 mimic transfected podocytes compared to controls (Fig. 4j; Supplementary Fig. 5d), suggesting that high levels of miR-93 are indeed linked to lower Msk2 mRNA levels (Fig. 4j). In addition, podocytes from 24-week-old db/db mice exhibited a significant increase in Msk2 protein expression compared with podocytes obtained from db/m mice (Fig. 4m). Similarly, HG-cultured podocytes demonstrated increased Msk2 expression, compared to NG controls (Fig. 4n,o). Taken together, these findings strongly suggest that Msk2 expression is elevated in experimental models of DN.

### miR-93 mediates Msk2-regulated chromatin remodelling

We identified a single highly evolutionarily conserved miR-93 binding site within the 3′-UTR of the mouse Msk2 gene, suggesting Msk2 was a bona fide target of miR-93 (Fig. 4p; Supplementary Fig. 5e, left panel). To verify this, we executed several experiments in parallel: first, we performed RNA-IP against endogenous argonaute in cultured podocytes transfected with miR-93 mimics, anti-miR-93 mimics or respective NT controls. *Msk2* mRNA was significantly enriched in RISC complex upon overexpression of miR-93 compared with controls. Inhibition of miR-93 attenuated the incorporation of *Msk2* mRNA into RISC complexes (Fig. 5a). Second, we introduced the full length Msk2 3′-UTR into a luciferase expression vector (Supplementary Fig. 5f), and found that overexpression of miR-93 attenuated reporter activity compared to NT controls. Mutation of the putative miR-93 binding site restored luciferase reporter activity to *wild-type* levels (Fig. 5b; Supplementary Fig. 5e, right panel). Third, we analyzed the relationship between miR-93 and Msk2 by western blot analysis, which revealed that miR-93 overexpression, suppressed the translation of Msk2 protein and conversely, inhibition of miR-93 led to a modest increase in Msk2 protein levels (Fig. 5c). Finally, tamoxifen-induced primary cultured podocytes isolated from *miR-93*^*PodTg*^ mice exhibited a significant reduction in *Msk2* mRNA (Supplementary Fig. 5g). 

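*Fos* lies on chromosome 12 of GRCm38 from 85473890 to 85477273, on the plus strand. The percentile of its strongest promoter peak was 47.9 in NG, 72.5 in HG+NT and 19.4 in HG+miR-93, with folds of 1.87, 2.09 and 1.27 and summits at -60, -296 and -10 nt from the TSS. The pileup at these summits was 12.1 (interval 7.95 to 17.5), 9.87 (6.98 to 13.5) and 9.13 (6.71 to 12.1), and the input's local mean was 6, 4.2 and 7. Ranked by pileup, *Fos* fell by 2.83 points from NG to HG+NT and rose by 2.79 in HG+miR-93. *Junb* lies on chromosome 8, whose promoters as a whole ranked higher in HG+NT than in NG, from 84974484 to 84978718 on the minus strand. Its percentile was 90.7, 76.0 and 96.6, with folds of 2.81, 2.14 and 2.77. The peaks overlapped the promoter but had their summits at -1778, -1284 and -1520 nt. The pileup was 12.5 (8.31 to 18.1), 16.1 (12.3 to 20.6) and 12.8 (9.92 to 16.3), and by this ranking *Junb* rose by 4.72 points from NG to HG+NT. For both genes the intervals of the 3 conditions overlapped.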

Importantly, HG-induced gain in hypersensitivity and mRNA expression at two well-established Msk2 target genes, *Fos* and *Junb*, were reversed upon miR-93 overexpression (Supplementary Fig. 8).

We then reasoned that one possible explanation for the role of miR-93 on chromatin remodelling could be through the effect of miR-93 on Msk2 and its substrate H3S10P in podocytes, since a growing body of evidence suggests that Msk2 phosphorylation at H3S10 leads to global chromatin remodelling and gene activation^29^,^30^. We examined H3S10P in podocytes and found that H3S10 was strongly phosphorylated in cultured podocytes under HG conditions compared with NG conditions (Fig. 5d,e). Furthermore, forced overexpression of miR-93 in HG conditions attenuated Msk2 expression and H3S10P, as measured by western blot and immunofluorescence analysis (Fig. 5d,e). H3S10P is frequently associated with gene-activating acetylation on the same tail (for example, H3K14Ac), as part of triggering an appropriate transcriptional response in cells^31^,^32^,^33^,^34^. To test whether the modulatory effect of miR-93 on HG-induced H3S1OP also influences H3 acetylation, we employed a bivalent antibody recognizing H3 tails simultaneously harbouring both H3S10P and H3K14Ac. We found that HG-cultured podocytes treated with miR-93 mimics exhibited a significant reduction in global HG-induced H3S1OP and H3K14Ac (Fig. 5f).

Knockdown of *Msk2* expression was sufficient to recapitulate the effect of miR-93 on H3S10P. We transfected podocytes with siRNA against Msk2 or a scramble siRNA control. Western blot of HG-treated podocytes revealed that siRNA knockdown of Msk2 expression resulted in reduced H3S10P in HG conditions, whereas no striking differences were observed in HG-treated podocytes transfected with a scramble siRNA (Fig. 5g). To assess a link between miR-93 expression and Msk2 *in vivo*, we used our db/db;*miR-93*^*PodTg*^ mice. We observed that both Msk2 and H3S10P protein levels in glomeruli were reduced in tamoxifen-induced diabetic mice compared to non-tamoxifen-induced diabetic mice (Fig. 5h,I; Supplementary Fig. 5h). In addition, we observed that db/db mice treated with miR-93-mimics exhibited a significant reduction in glomerular Msk2 and H3S10P levels compared to controls (Fig. 5j,k).

### Targeting of Msk2 *in vivo* prevents progression of DN

While we have established that Msk2 mediates chromatin remodelling downstream of miR-93, whether targeting Msk2 would be sufficient to prevent the progression of DN *in vivo* remained unknown. To address this, we utilized shRNA plasmids directed against Msk2 coupled with a recently described kidney-specific nanoparticle-based liposomal reagent delivery system^35^. We confirmed knockdown of Msk2 in the podocytes of diabetic mice (Fig. 6a). While we observed no differences in body weight or blood glucose, shMsk2 treatment led to significantly attenuated albuminuria in diabetic (db/db) mice compared to control littermates (Fig. 6b; Supplementary Fig. 9a,b). TEM analysis revealed a significant reduction in GBM thickening and podocyte foot process effacement in shMsk2-treated diabetic mice compared to controls (Fig. 6c,f–h). shMsk2 treatment also prevented podocyte loss (Fig. 6c,e), and resulted in a modest, but significant reduction in mesangial matrix expansion (Fig. 6c,d), we confirmed that H3S10P was reduced in podocytes from shMsk2-treated mice (Fig. 6i). We also found that podocin, nephrin and Wt1 mRNA levels were restored in shMsk2-treated diabetic mice (Fig. 6j; Supplementary Fig. 9c,d). To test if Msk2 depletion by a second method was similarly renoprotective, we employed locked nucleic acids (LNA)-Gapmers directed against Msk2 mRNA (Fig. 6k)^36^,^37^. We tested the *Msk2* gapmer *in vitro* and observed reduced Msk2 protein expression in podocytes, with no effect on Msk1 expression (Fig. 6l, top panel). To further test the effect of Msk2 gapmer in DN *in vivo*, we employed a similar protocol to our miR-93 mimic injection experiments, wherein 8-week-old db/db mice were treated i.p. with either *Msk2* or a scrambled sequence control gapmer twice a week for 8 weeks (Fig. 6l, bottom panel). Immunoblot analysis of kidney cortices from *Msk2* gapmer administered mice confirmed reduced Msk2 protein expression compared to mice administered scramble gapmer (Fig. 6m). Mice receiving either Msk2 or control gapmer did not exhibit differences in blood glucose (Supplementary Fig. 9e–h), however we observed significantly reduced albuminuria in db/db mice receiving the *Msk2* gapmer compared with db/db mice receiving the scramble gapmer (Fig. 6n). Histological analysis revealed significantly attenuated mesangial matrix expansion and restored podocyte numbers in *Msk2* gapmer-treated mice (Supplementary Fig. 9i–k). Ultrastructure analysis revealed that Msk2 inhibition led to reduced podocyte foot process effacement, reduced foot process width, reduced GBM thickening and increased foot process density (Supplementary Fig. 9l–n). Msk2 gapmer inhibition led to a modest reversal in the expression of several transcript levels related to DN (Supplementary Fig. 9o). Last, while Msk2 knockout mice do not exhibit significant phenotypic changes (Supplementary Fig. 9p–r)^12^, diabetic Msk2 knockout mice showed a significant reduction in albuminuria compared to controls (Fig. 6o). Taken together, these data uncover a potential novel contribution of the histone kinase, Msk2, to the pathogenesis of DN.

## Discussion

The molecular mechanisms linking metabolic changes in the cytoplasm to chromatin reorganization in the kidney remain mostly unexplored. In the current study, we elucidated a signalling pathway, whereby metabolically regulated miR-93 has an important role in translating metabolic cues into chromatin reorganization in DN. We first showed that conditional overexpression of miR-93 leads to significant improvements in biochemical and histological features of DN, and pharmacological restoration of miR-93 may have therapeutic implications in DN. Mechanistically, we showed that miR-93 exerts an unexpected role on nucleosomal remodelling via Msk2 and H3S10P in the diabetic milieu. We suggest a model, in which miR-93 serves as a critical metabolic-epigenetic switch in the diabetic environment, linking the metabolic state in the cytoplasm to chromatin reorganization in the nucleus though its target Msk2. In addition, we identified Msk2 as a novel target of miR-93 in DN. Using LNA-modified gapmer oligonucleotides and a kidney-targeted shRNA system, we found that *Msk2* mRNA knockdown leads to significant improvements in key features of DN. Taken together, this study not only unravelled a previously unrecognized miR-93/Msk2/H3S10P signalling pathway, but also helps to introduce and lay the groundwork for future investigation into the role of Msk2 as a novel target for further drug development in patients with DN.

Links between metabolism and nucleosomal remodelling are not unexpected^15^. However, less is known regarding the role of miRNAs in relaying metabolic signalling to alterations in chromatin. In this study, we report a central role of miR-93 in remodelling of the chromatin structure using an unbiased approach. DNase-Seq has evolved into a powerful tool to interrogate global chromatin dynamics in steady state or pathological conditions. In this study, we employed DNase-Seq to assess the impact of miR-93 overexpression on DNase accessibility, and asked whether miR-93 overexpression could alter the chromatin state observed in HG conditions. Alterations of DNase-Seq hypersensitivity were identified at several candidate gene loci provided further evidence that levels of miR-93 are directly linked to the gene expression profiles of several genes critical for the pathogenesis of DN.

Our findings link levels of miR-93 to changes in chromatin structure via H3S10P. This regulatory effect seems to be achieved through Msk2, which serves as a kinase to phosphorylate H3 at Ser10, among other targets^28^,^31^,^38^. H3S10P has been shown to have an important role in gene activation following exposure to growth factors or stress signals^31^,^33^,^39^. Importantly, Msk2 is the preferential kinase for H3S10 that integrates upstream signals from growth factor and stress signalling to elicit the gene activation response^28^,^40^,^41^,^42^. One puzzling observation has been the discovery that H3S10P is also associated with both chromosome condensation and gene activation^40^,^41^. One possible explanation for this dichotomy could be that the outcome of H3S10 phosphorylation depends on the type of stimulus and the cellular context^15^,^28^,^42^.

This study provides additional insights into how miRNAs, by modifying chromatin structure, may greatly amplify their gene regulatory networks. A prevailing view based largely on *in vitro* studies is that miRNAs exert their effects through ‘fine tuning' of numerous functionally related targets^43^. However, our findings provide a view of miRNAs wherein manipulation of a single miRNA, by modifying the chromatin signature, may have a dramatic impact on a disease-related chromatin signature via a broadly acting mechanism. Evidence from our podocyte-specific model of miR-93 overexpression in diabetic mice suggests the miR-93/Msk2/H3S10P cascade in podocytes is critical for progression of DN. However, we recognize that some of the renoprotective effects of targeting this pathway in DN may stem from modulation of chromatin dynamics in other cell types of the kidney, especially since miR-93 and Msk2 expression are both broadly distributed throughout the kidney^10^,^44^. These assumptions are not entirely surprising as there is considerable cross talk among different cell types of the kidney, and improvements in one cell type might positively impact neighbouring cell types as well^45^,^46^.

Understanding how miRNAs contribute to disease progression is important since miRNA-based therapies for several diseases are currently progressing through early-stage clinical trials^47^. Furthermore, identification of novel miRNA targets may provide unique therapeutic opportunities. Recent preclinical studies have established the role of targeting Msk2 in a variety of diseases^38^,^48^,^49^. In this current study, our findings linking global and kidney-specific targeting of Msk2 expression, establish Msk2 as a novel target in DN. Additional work is underway in our laboratory to elucidate the tissue-specific impact of targeting Msk2 in DN.

In conclusion, we propose a previously unrecognized role for miR-93 and Msk2/H3S10P as regulators of nucleosomal remodelling in the diabetic milieu. Furthermore, the findings of this study shed further light on the therapeutic promise of using miR-93 mimics in experimental models of DN, as well as highlight a novel target for therapy by identifying Msk2 as a central mediator of DN progression.

## Methods

### Tissue culture

Conditionally immortalized mouse podocytes were cultured on BD BioCoat Collagen I plates (BD Biosciences, NJ, USA) at 33 °C in the presence of 20 U ml^−1^ mouse recombinant IFN-γ (Sigma, St Louis, MO, USA) to enhance expression of a thermosensitive T antigen^27^. Mouse podocyte cell lines are routinely characterized in the lab based on morphology and gene expression patterns. Cells for all experiments reported herein were between passage 4–12. Cells were confirmed to be free of mycoplasma contamination. To induce differentiation, podocytes were maintained at 37 °C without IFN-γ for 10–12 days. Podocytes prepared for experiments involving high glucose (HG, 25 mM) conditions were serum deprived for 24 h before addition of HG. Likewise, control cells were serum deprived and cultured with normal glucose, NG, (5 mM). Cell culture experiments were repeated at least three independent times.

### Animal work

All animal studies were conducted according to the ‘Principles of Laboratory Animal Care' (NIH publication No. 85023, revised 1985) and approval was obtained for all animal studies under the guidelines of the IACUC of The University of Texas MD Anderson Cancer Center. Transgenic, Pod-iCreER^T2^ mice were previously generated in our laboratory^16^. To induce Cre recombination, 8-week-old mice with the appropriate genotypes were administered 80 mg kg^−1^ tamoxifen via intraperitoneal injection for 10 days^16^,^27^. mTom/mGFP mice that express the membrane-targeted tandem dimer tomato (mTdTomato) before Cre-mediated excision and membrane-targeted GFP (mGFP) after excision were obtained from Jackson Laboratories (Bar Harbor, ME, USA). Diabetic db/db mice and their control littermates, db/m, were also obtained from Jackson Laboratories (Strain: BKS.Cg-Dock7^m+/+^Lepr^db/J^, Bar Harbor, ME, USA). Genotyping for mice harbouring the *db* mutation in the *Lepr* gene was carried out using primers specified by Jackson Labs, followed by restriction enzyme digestion with Rsa1. VEGF^Hi/+^ and VEGF^lacZ/lacZ^ were kind gifts from Dr Andras Nagy (Lunenfeld Research Institute, Toronto, ON, Canada). Msk2 Knockout (KO) mice on the C57BL/6J background were a kind gift from Dr Simon Arthur (University of Dundee, Dundee, UK). Homozygous Msk2 KO mice were bred with heterozygous C57BLKS^db/m^ to eventually obtain db/m;Msk2^−/−^. These mice were intercrossed with each other to obtain db/db;Msk2^−/−^. Tail DNA was used to genotype mice at the time of weaning using the REDExtract-n-Amp genotyping kit (Sigma Aldrich, St Louis, MO). All mice used in experiments were male. Ages of mice are reported in figure legends or denoted in figure panels. For experiments investigating kidney histology and function mice were 16–24 weeks old. No animals were excluded from the studies performed. All animals were maintained on a normal chow diet and housed in a room with a 12:12-h light/dark cycle and an ambient temperature of 22 °C.

### Transgenic mice overexpressing miR-93

The 309-bp miR-93 precursor was PCR amplified from genomic DNA isolated from mouse podocytes and introduced downstream of the GFP coding region using Xho1 to Not1 restriction sites into the LB2-FLIP-Ubic lentivirus vector. We cloned the expression cassette in an inverse, anti-sense orientation between two different pairs of loxP sites. The construct was designed so that Cre induction could be used to mediate the inversion of the GFP and pre-miR-93 cassette into a sense orientation^50^. Cre induction mediates an initial flipping, followed by deletion of selection markers, Puromycin and Thy1.1, based on orientation and location of two sets of mutant loxP sites. The expression cassette is under the control of the *Ubiquitin C* (*ubic*) promoter. Lentiviral particles for microinjection were generated by the Diabetes and Endocrinology Research Center (DERC) Vector Core at BCM (http://www.bcm.edu/research/centers/diabetes-research/core-labs/gene-vector-core site). Transgenic miR-93 (*miR-93*^*Tg*^) mice were generated by lentiviral transduction of preimplantation C57/Bl6 blastocysts. Floxed *miR-93*^*Tg*^ mice bred in expected Mendelian frequencies and proportional male/female ratios. Transgenic mice were generated by the Genetically Engineered Mouse Core at BCM (http://www.bcm.edu/research/advanced-technology-core-labs/lab-listing/genetically -engineered-mouse/home.htm) by infection of preimplantation C57/Bl6J blastocysts with the LB2-FLIP-miR-93^Tg^ lentivirus. Founder tail DNA was genotyped with primers to detect GFP, Puromycin and Thy1.1 found in Supplementary Table 2. All progeny thereafter were genotyped using primers amplifying the GFP transgene region.

### Mimics, siRNA and target site protector reagents

Pre-miRNA precursor molecules and anti-miR oligos, ON-Target *plus* siRNA against mouse Msk2 and scramble siRNA controls were purchased from Thermo Fisher Scientific (Life Technologies, Grand Island, NY, USA). Custom VEGF target site protector and a non-targeting target site protector with LNA modifications were designed and synthesized by Exiqon Inc. (Woburn, MA, USA). All oligonucleotides were used in cell culture experiments at a final concentration of 50 nM and transfected into podocytes using Lipofectamine 2000 Transfection reagent (LifeTech).

### miR mimic and LNA-Gapmer injections

The mmu-miR-93 and non-targeting (Cel-67) *in vivo* mimics were obtained from Thermo Scientific. Lyophilized mimics were resuspended in sterile saline and were stored as aliquots in −80 °C, before use and mixing with TurboFect *in vivo* transfection reagent (Life Technologies, Grand Island, NY, USA) for i.p. injections according to manufacturer's instructions. Diabetic db/db mice were allocated in a randomized and blinded manner into miR-93 mimic or NT control-treated groups. The 8-week-old db/db mice were administered 100 μg of mature miR-93 mimic or a NT mimic via i.p. injection, twice a week for 10 weeks. The mmu-*Msk2* and scramble Gapmers were custom designed by Exiqon Inc. Gapmer oligos were LNA modified with a phosphothiorate backbone. Lyophilized gapmers were resuspended in sterile saline and were stored as aliquots in −80 °C, before use for i.p. injections according to manufacturer's instructions. db/m and db/db mice were purchased from Jackson Labs. db/db mice were allocated in a randomized and blinded manner into Msk2 gapmer or scramble gapmer-treated groups. 8-week-old mice were administered 100 μg of Msk2 gapmer or scramble gapmer via i.p. injection, twice a week for 8 weeks.

### *In vivo* Msk2 knockdown

Kidney-specific knockdown of Msk2 was achieved by delivering *Msk2* shRNA (mouse Rps6ka4, 29mer shRNA constructs in an untagged retroviral vector) or a scramble control shRNA construct purchased from OriGene (Rockville, MD, USA) with the kidney *in vivo* transfection reagent (KIDNEY-targeted *In Vivo* Transfection Reagent; Altogen Biosystems, Las Vegas, NV, USA). Overall, 50 μg of endotoxin-free plasmid DNA/mouse was coupled to the reagent according to manufacturer's guidelines immediately before injections. Eight-week-old diabetic (db/db) mice were divided into two groups, shMsk2 or shScramble control, and received injections once a week i.p., until 16 weeks. Urine was collected at the end of the 16 weeks and mice were sacrificed for further histological and biochemical analysis.

### Human kidney biopsy analysis

Clinical data from patients with DN at the time of renal biopsy are summarized in Supplementary Table 1. Human kidney biopsy samples were obtained from Dr Katalin Susztak (BioBank at the University of Pennsylvania, Perlman School of Medicine)^51^,^52^,^53^. Total cortex RNA was isolated formalin fixed, paraffin embedded (FFPE) sections using QuickExtract FFPE RNA Extraction Kit (Epicentre, Madison, WI, USA). Overall, 10 ng of total RNA was subjected to miRNA specific RT and qPCR using TaqMan miRNA Specific Gene Assays (LifeTech) on a StepOnePlus Real Time PCR System (LifeTech). Results are reported as relative expression values normalized to U6 snRNA levels.

### Biochemical, histological and morphometric studies

Urinary albumin was measured using Albuwell M (Excocell, Philadelphia, PA, USA) according to manufacturer's instructions. For histological staining procedures 4 μm thick formalin fixed, paraffin embedded kidney sections were deparaffinized and dehydrated using Histo-Clear and a series of increasingly concentrated ethanol washes. Before deparaffinization, sections were further adhered to glass slides by incubating in a hybridization oven at 60 °C for 1 h. Sodium citrate (10 mM, pH 6.4) antigen retrieval using a microwave oven was performed (3 min high power, 17 min 20% power) for the experiments involving H3S10P. Tris-EDTA (10 mM Tris, 1 mM EDTA, 0.05% Tween-20, pH 9.0) antigen retrieval using a microwave oven was performed (3 min high power, 17 min 20% power) was performed experiments for Synaptopodin, Nephrin, WT1 and Desmin. Serum creatinine and blood pressure measurements were conducted by the Baylor College of Medicine Center for Comparative Medicine Pathology Core and the Baylor College of Medicine Mouse phenotyping Core, respectively. PAS staining was performed according to manufacturer's guidelines (Sigma Aldrich, St Louis, MO, USA). For histological and immunofluoresnce analysis, the investigators analyzing data were blinded to the group allocations. PAS, TEM and SEM data was examined by an independent pathologist, blinded to the experimental conditions. Quantification of histological parameters (Mesangial Matrix Expansion, GBM Thickening, foot process density and width, desmin staining) were performed using ImageJ v2.0 Software^27^.

### Glomeruli and podocyte isolation

Glomeruli were isolated using magnetic Dynabeads (Life Technologies, Grand Island, NY, USA)^27^. Following endothelial cell depletion with selection by biotin-labelled CD31; podocytes were isolated by positive selection with biotin-labelled Kirrel3 and podocalyxin antibodies (2.5 μg/antibody/mouse, R&D Systems, Minneapolis, MN, USA). Podocytes were then isolated from the total cell population using magnetic, streptavidin-labelled Dynabeads^54^. Primary podocytes were established by passaging glomerular outgrowths 5 days after initial plating on collagen coated tissue culture plates. To induce recombination of miR-93Pod^Tg^ primary podocytes, cells were serum deprived for 24 h and treated with 1μM 4-OH Tamoxifen or vehicle control.

### DNase-Seq

DNA-seq data were obtained from differentiated cultured podocytes^22^. Five million nucleiper experimental condition, were subjected to digestion by 30  U DNaseI (Roche, Basel, CH). Digested nuclei were treated with proteinase K and RNase A, and DNA was extracted using phenol:chloroform and ethanol precipitated overnight at −20 °C. DNA was size selected by gel electrophoresis and purified using the Qiagen Gel Purification Kit (Qiagen, Valencia, CA, USA). Genomic DNA was isolated and subjected to digestion by 1  U DNase1, to act as input. Fifty nanograms of size selected DNA were submitted for library prep. Biological replicate libraries were prepared for downstream analysis. The Illumina compatible libraries were prepared using KAPA Library preparation kit as per the manufacturer's protocol (Illumina, Inc., San Diego, CA, USA). In brief, DNA was fragmented to a median size of 150 bp by sonication. Fragmented DNA ends were polished and 5′-phosphorylated. After addition of 3′-A to the ends, indexed Y-adapters were ligated and the samples were PCR amplified. The resulting DNA libraries were quantified and validated by qPCR, and sequenced on Illumina's HiSeq 2000 in a single-read format for 36 cycles. The resulting BCL files containing the sequence data were converted into ‘.fastq.gz' files and individual sample libraries were demultiplexed using CASAVA 1.8.2 with no mismatches.

### RNA-Seq

RNA from mouse podocytes was isolated as indicated below. Biological replicate libraries were prepared for downstream analysis. The Illumina compatible libraries were prepared using Illumina's TruSeq RNA Sample Prep kit v2 as per the manufacturer's protocol. In brief, Poly-A RNA was enriched using Oligo-dT beads. Enriched Poly-A RNA was fragmented to a median size of 150 bp using chemical fragmentation and converted into double stranded complimentary DNA (cDNA). Ends of the double stranded cDNA were polished, 5′-phosphorylated and 3′-A tailed for ligation of the Y-shaped indexed adapters. Adapter ligated DNA fragments were PCR amplified, quantified and validated by qPCR, and sequenced on Illumina's HiSeq 2000 (Illumina Inc., San Diego, CA, USA) in a paired-end read format for 76 cycles. The libraries were sequenced on a version 3 TruSeq paired-end flowcell according to manufacturer's instructions at a cluster density between 750–1,000 K clusters mm^−2^. The samples containing four libraries per lane were sequenced for paired end 75 nt with a 7 nt read for indexes using version 3 sequencing reagents. The resulting BCL files containing the sequence data were converted into ‘.fastq.gz' files & individual sample libraries were demultiplexed using CASAVA 1.8.2 with no mismatches.

### RNA isolation and qPCR

Isolation of RNA from cultured cells and tissue was performed using Trizol Reagent (LifeTech). RNA lysates were further column purified on the PureLink RNA mini kit (LifeTech). DNase1-treated RNA was quantified using a Nanodrop 2000 and samples with a 280/260 ratio between 1.9 and 2.1 were used for downstream applications. mRNA was reverse transcribed into cDNA using the iScript Reverse Transcription Supermix (BioRad, Hercules, CA, USA). cDNA for miRNA expression assays were generated from total RNA using the TaqMan Reverse Transcriptase (RT) kit and miRNA specific primer mixes. cDNAs were subjected to gene specific amplification with primers and miRNA specific probes listed in Supplementary Table 2. qRT-PCR's were performed on StepOnePlus Real Time System (LifeTech, Garland Island, NY, USA) using 2 × Power Sybr Green Master Mix (LifeTech, Garland Island, NY, USA). GAPDH and U6 snRNA were used as internal controls for mRNA and miRNA assays, respectively. Primer sequences and miRNA TaqMan assay ID's are listed in Supplementary Table 1.

### Western blot analysis

Briefly, 30 μg protein from each sample was resolved by SDS–PAGE on Tris-Glycine 4–20% gradient gels (BioRad, Hercules, CA, USA), unless otherwise stated, and transferred to nitrocellulose membranes. Histones were extracted using the Episeeker Histone Extraction Kit (Abcam Inc., Cambridge, UK). Membranes were probed with primary antibodies overnight at 4 °C in blocking buffer. Membranes were washed three times for 5 min with Tris-buffered saline and Tween-20 (TBST), incubated in either HRP-goat-anti-mouse (1/5,000, BioRad) or HRP-goat-anti-rabbit (1/5,000, BioRad) secondary antibodies for 1 h at room temp. Immunoreactive bands were visualized using Pierce ECL plus western blotting substrate (Thermo Scientific). Primary antibodies included: Msk1 (Bethyl Labs, A302-747A, 1/500), Msk2 (Bethyl Labs, A302-746A, 1/500), H3S10P (Millipore, 05-1336, 1/1,000), VEGF (RB-222-P, Thermo Scientific, 1/200), H3S10PK14Ac (Millipore, 07-081, 1/500), H3K9K14Ac (Cell Signaling, 9677, 1/500) and β-actin (A2228, Sigma, 1/5,000). Original uncropped westerns are provided in Supplementary Fig. 10. Western blot signals were quantified by standard densitometric analysis using NIH ImageJ version 2.0 program.

### Subcloning of the Msk2 3′-UTR and luciferase reporter assays

The 3′-UTR of the mouse *Msk2* gene (NM_019924) was amplified from immortalized mouse podocytes genomic DNA by PCR using HotMaster Taq DNA Polymerase (5PRIME), with respective primers (Supplementary Table 2). The PCR products were cloned between XhoI and EcoRI sites of luciferase reporter vector 3.1-luc, kindly provided by Dr Ralph Nicholas (Dartmouth Medical School, Hanover, NH, USA). The putative miR-93 binding site (CACUUU) in mouse *Msk2* was mutated by oligonucleotide-directed PCR with primers listed in Supplementary Table 2. For experiments using 3.1-luc luciferase reporter constructs *in vitro*, 1.5 × 10^5^ HEK293T cells were plated in 12-well plates. Overall, 1 μg of either 3.1-luc empty vector, 3.1- luc-Msk2-Wt-3UTR or 3.1-luc-Msk2-Mut-3UTR and 50 ng of pSV-β-gal control vector (Promega) and 50 nM of miR-93 mimics were transfected using Lipofectamine 2000 (Life Technologies, Grand Island, NY, USA). And 48 h after transfection, luciferase activity was measured using Steady-Glo Luciferase Assay System (Promega, Madison, WI, USA) on a FLUOstar Omega luminometer (BMG Labtech, Cary, NC, USA) as previously reported^6^,^10^. Levels were normalized β-gal internal controls.

### RNA immunoprecipitation

Mouse podocytes were transfected with miR-93 mimics, anti-miR-93 mimics and corresponding non-targeting controls. Cells were ultravoilet crosslinked 48 h after transfection and subjected to Argonaute immunoprecipitation with a Pan-Argonaute antibody (2A8, 5 μg/i.p., Millipore) and RNA isolation was performed as described previously^55^.

### Target site protection

Kidney organ culture and tissue delivery of target site protector oligos were carried out as reported previously with slight modifications^10^. Briefly, kidneys from VEGF-LacZ mice were collected under sterile conditions. Kidney capsules were removed and kidney cortices dissected and cut into small pieces (∼1 mm). Kidney cortex pieces were cultured using a roller bottle incubator (model 1,000; Robbins Scientific, Sunnyvale, CA, USA) at 37 °C, 5% CO_2_, 20% O_2_, 75% N_2_ for 72 h in Dulbecco's modified Eagle's medium, containing 10% fetal bovine serum, 1 × anti-anti (Gibco-LifeTech), under either normal glucose (5 mM D-glucose) or high glucose conditions (25 mM D-glucose). Overall, 10 μM of a VEGF target site protector or NT target site protector were delivered into the cultured kidney pieces using 4 mM of the Endo-Porter delivery system (Gene Tools). After 72 h, kidney pieces were fixed in 2% paraformaldehyde and 0.2% glutaraldehyde. X-gal staining (Millipore) was performed at 37 °C in 0.02% glutaraldehyde, 5 mM K_3_Fe(CN)_6_, 5 mM K_4_Fe(CN)6, and 2 mM MgCl_2_ as described previously^10^. Kidney pieces were then post fixed in 4% paraformaldehyde followed by paraffin embedding. Paraffin sections were dewaxed and mounted onto glass slides for image acquisition. All images were obtained on Nikon Eclipse 50i Light microscope (Nikon Inc, Tokyo, Japan).

### Scanning electron microscopy

Samples were treated with a fixative containing 3% glutaraldehyde plus 2% paraformaldehyde in 0.1 M cacodylate buffer, pH 7.3, overnight at 4 °C. The samples were washed with 0.1 M cacodylate buffer, pH 7.3 for 3 × 10 min. The samples were then post fixed with 1% cacodylate buffered osmium tetroxide for 1 h, washed with 0.1 M cacodylate buffer for 3 × 10 min, then in distilled water, 2 × 5 min. The samples were then dehydrated with a graded series of increasing concentrations of ethanol for 5 min each. The samples were then transferred to graded series of increasing concentrations of hexamethyldisilazane (HMDS) for 5 min each and air dried overnight. Samples were mounted on to double-stick carbon tabs (Ted Pella. Inc., Redding, CA, USA), which have been previously mounted on to aluminium specimen mounts (Electron Microscopy Sciences, Ft. Washington, PA, USA). The samples were then coated under vacuum using a Balzer MED 010 evaporator (Technotrade, NH, Manchester, USA) with platinum alloy for a thickness of 25 nm, then immediately flash carbon coated under vacuum. The samples were transferred to a desiccator for examination at a later date. Samples were examined in a JSM-5910 scanning electron microscope (JEOL, USA, Inc., Peabody, MA, USA) at an accelerating voltage of 5 kV.

### Transmission electron microscopy

Fixed samples were washed in 0.1 M cacodylate buffer, post fixed with 1% buffered osmium tetroxide for 1 h, and stained en bloc with aqueous 1% Millipore-filtered uranyl acetate. The samples were washed several times in water, then dehydrated in increasing concentrations of ethanol, infiltrated, and embedded in LX-112 medium. The samples were polymerized in a 60 °C. oven for about 3 days. Ultrathin sections were cut in a Leica Ultracut microtome (Leica, Deerfield, IL, USA), stained with uranyl acetate and lead citrate in a Leica EM Stainer, and examined in a JEM 1010 transmission electron microscope (JEOL, USA, Inc., Peabody, MA, USA) at an accelerating voltage of 80 kV. Digital images were obtained using AMT Imaging System (Advanced Microscopy Techniques Corp, Danvers, MA, USA).

### Immunofluorescence

Podocytes were grown on 35 mm BioCoat Collagen I coated coverslips (BD, San Jose, CA, USA). After differentiation and treatment as indicated, cells were washed twice with PBS and fixed in 4% paraformaldehyde (PFA) for 10 min at room temperature. Cells were washed three times with PBS and permeabilized with 0.2% Triton X-100. Cells were washed twice with PBS and blocked in 10% donkey serum for 30 min at room temperature. The following primary antibodies Msk2 (R&D Systems, MAB2310, 1/200), H3S10P (Cell Signaling, 9701, 1/200), Synaptopodin (Santa Cruz Biotechnology, sc-21537). Nephrin (Fitzgerald, 20R-NP002, 1/100), WT1 (Santa Cruz Biotechnology, sc-192, 1/200). Podocytes were incubated in primary antibody, overnight at 4 °C, and then washed three times with 1 × PBS. Fluorophore conjugated secondary antibodies to rat (1/200) or rabbit (1/200) were applied to their respective primary antibodies and incubated at room temperature for 1 h in the dark. Cells were washed three times with PBS and nuclei were counterstained with DAPI (Thermo Scientific) and mounted with ProLong Gold Antifade mounting reagent (LifeTech, Garland Island, NY, USA). Images were obtained using the Deltavision Deconvolution microscope (Applied Precision, LLC, Issaquah, WA, USA). For quantification purposes, NIH ImageJ version 1.62 was used, fluorescent intensity was quantified in nuclei of cells with built in software. Kidneys for immunofluoresnce analyses were drop-fixed in 4% PFA overnight at 4 °C. Kidneys were embedded in Tissue-Tek O.C.T. compound (Sakura FineTek, Torrance, CA, USA) and frozen on dry ice and isopentane. Sections from Podocin-mTom/mGFP mice were imaged directly. Sections for immunofluorescence were processed as above. All kidney sections were counterstained with DAPI.

### RNA-Seq analysis

The raw data quality was assessed using FastQC software. Adaptor presence was tested using Trimmomatic. Reads from each sample were aligned to the NCBI mouse reference genome build 37.2 using Tophat2 v2.0.4. Transcript quantification, normalization and assembly were carried out using Cufflinks^56^. Cuffdiff2 was used to identify features differentially expressed between conditions. A 0.05 false discovery rate was used in selecting significant genes. To further define differentially regulated genes, a cutoff of −log_10_ (*P* value) >1 and a log_2_ fold change (FC) of <0.5 or >0.5 was employed. TargetScan Mouse Release 5.2 was then run on input lists to find predicted miR-93 binding sites. Distributions of the relative expression levels of all genes containing 7-mer and/or 8-mer seeds were plotted to evaluate the effect of miR-93 overexpression on genes containing miR-93 seed sequences. Pathway analysis was conducted using GSEA^20^,^57^. Significantly downregulated genes were analyzed for motif enrichment using miRVestigator^58^.

### DNase-Seq analysis

DNase-seq reads underwent strict quality control processing with the TrimGalore! Package to remove low quality bases as well as adapter sequences. Reads that passed quality control were mapped to the mm10 version of the mouse genome using the Bowtie short read aligner^59^. Duplicate reads were then filtered. Reads were shifted 50 nt downstream of their mapped location and the number of complete reads that mapped within 500 nt of each unique transcription start site as defined by ENSEMBL vGRCm38.73 of the mouse transcriptome were used for hypersensitivity analysis^60^. TSSs that had at least the equivalent of 10 reads per million in a single condition, relative to the condition with the largest number of mapped reads, were kept for subsequent analysis. The number of DNase-seq reads per TSS were normalized across conditions to eliminate systematic differences by the DESeq algorithm^61^. A pooled dispersion estimation was then done in DESeq, followed by a negative binomial test to identify differences in enrichment of DNase-seq reads across each of the three conditions. Pathway analysis was carried out on the top 200 most differentially enriched TSSs in each of the conditions using the GSEA resources as before. Peaks were called using the MACS2 peak-calling algorithm using the parameters recommended by for DNase-seq data^62^. The input DNA was used as a control for each of the three samples. Differential DNAse-seq scores were calculated as described previously^25^. Sites with positive value scores were considered more hypersensitive, sites with negative value scores were considered less hypersensitive.

### Nephroseq analysis

Human *MSK2* and *MCM7* expression data were downloaded from the Woroneckia *et al.*^51^ and Ju *et al.*^63^ datasets using the Nephroseq data mining platform (www.nephroseq.org).^19^

### Statistical analysis

Group data are all expressed as mean±s.e. Comparisons of multiple groups were performed using one-way analysis of variance (one-way ANOVA) followed by Tukey's multiple comparisons test. Comparisons between two groups were performed using the student's *t-test*. All tests were two-tailed, with a *P*<0.05 considered to be statistically significant. Tests were performed with GraphPad version 6.0b (Graphpad Software Inc. La Jolla, CA, USA). We employed albuminuria data from db/db mice from previous experiments and published data^27^ to estimate the number of mice required to achieve 80% power, with a 0.05 significance level.

### Data availability

High-throughput sequencing data that support the findings of this study have been deposited in GEO with primary accession code GSE64081. The data that support the findings of this study are available from the corresponding author upon request.

## Additional information

**How to cite this article:** Badal, S.S. *et al.* miR-93 regulates Msk2-mediated chromatin remodelling in diabetic nephropathy. *Nat. Commun.* 7:12076 doi: 10.1038/ncomms12076 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-10 and Supplementary Tables 1 & 2.

Peer review file

## Figures and Tables

**Figure 1:**
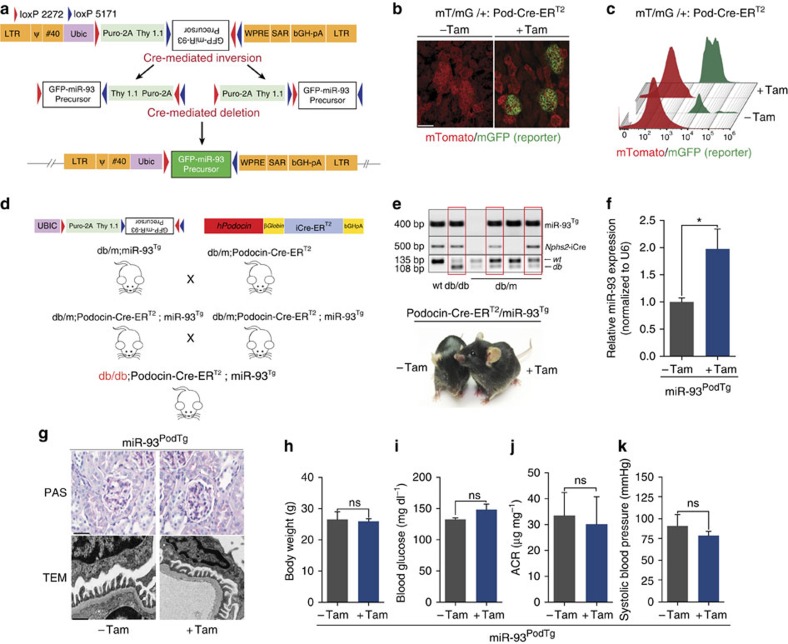
Characterization of mice with inducible expression of miR-93 in podocytes. (**a**) Schematic design of the LB2-FLIP-GFP-miR-93^Tg^ lentivirus used to generate floxed miR-93^Tg^ mice. The construct was designed so that Cre induction could be used to mediate the inversion of pre-miR-93 into a sense orientation. Construct elements: LTR: long terminal repeat, Pur: puromycin, Ubic: *Ubiquitin-C* promoter, bGHpA: bovine growth hormone polyadenylation signal; and insulator elements (SAR: scaffold attached regions, WPRE: Woodchuck hepatitis virus post-transcriptional response element, and #40 element). (**b**) Immunofluorescence micrographs of kidney sections collected from control (sesame oil) or tamoxifen-injected mTmG/+; *Pod-*CreER^T2^ reporter mice. Scale bars, 50 μM. (**c**) Flow cytometry analysis of kidney single cell suspension from control or tamoxifen-injected mTmG/+; *Pod*-iCreER^T2^ mice (*n*=3 mice/group). (**d**) Breeding scheme that was used to generate db/db:*miR-93*^*PodTg*^ mice. (**e**) Top, representative genotyping PCR detecting transgenic miR-93, transgenic Pod-iCreER^T2^, and *db* alleles. Boxes highlight representative genotypes from mice carrying the three desired alleles. Bottom, a representative image of *miR-93*^*PodTg*^ mice with or without tamoxifen injections. (**f**) qPCR analysis for miR-93 expression levels in mouse podocytes isolated from control or tamoxifen-injected *miR-93*^*PodTg*^ mice. All values normalized to U6 snRNA internal controls. (*n*=6 mice/group). (**g**) Top, representative light micrographs of *miR-93*^*PodTg*^ kidney sections stained with PAS from control or tamoxifen-treated mice. Bottom, representative transmission electron micrographs of *miR-93*^*PodTg*^ kidneys from control or tamoxifen-treated mice. Scale bars denote 50 μM and 500 nm, respectively. (**h**–**k**) Baseline phenotyping of control mice and tamoxifen-injected *miR-93*^*PodTg*^ mice for (**h**) body weight, (**i**) blood glucose, (**j**) ACR and (**k**) systolic blood pressure (*n*=5 mice/group). Data expressed as mean±s.e.m. ns: no significance, *P<0.05. Student's *t*-test was employed for comparisons between two groups.

**Figure 2:**
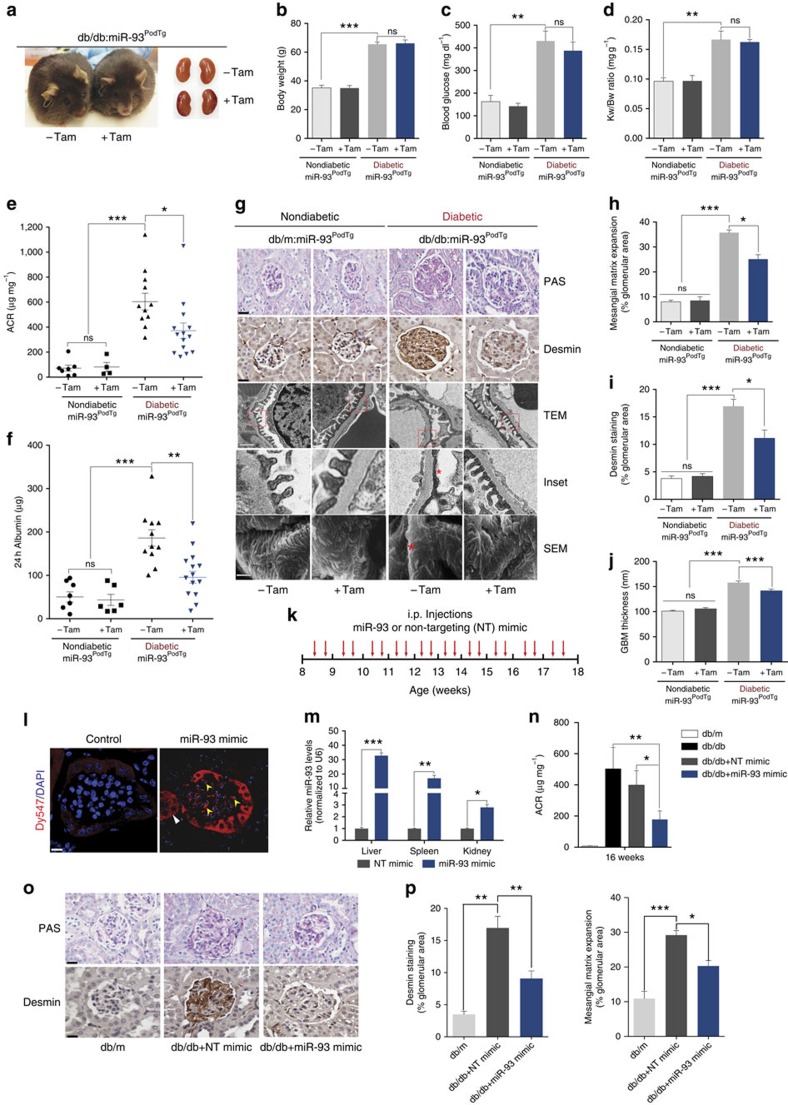
miR-93 overexpression attenuates features associated with DN. (**a**) Representative images of db/db:*miR-93*^*PodTg*^ mice and kidneys from control and tamoxifen-injected groups at 24 weeks of age. (**b**–**d**) Phenotyping of non-diabetic *miR-93*^*PodTg*^ from control (*n*=7) and tamoxifen-injected mice (*n*=6) and diabetic *miR-93*^*PodTg*^ mice from control (*n*=11) and tamoxifen-injected (*n*=14) (**b**) body weight, (**c**) blood glucose and (**d**) kidney weight/body weight (KW/BW) ratio. (**e**) ACR of non-diabetic *miR-93*^*PodTg*^ from control (*n*=7) and tamoxifen-injected mice (*n*=6) and diabetic *miR-93*^*PodTg*^ mice from control (*n*=11) and tamoxifen-injected (*n*=14). (**f**) The 24-h albumin excretion rate (AER) from mice as in (**e**). (**g**) Representative images of PAS staining (first row); desmin staining (second row); TEM micrographs (third and fourth rows with magnified inset) and SEM micrographs (fifth row). Red asterisks on TEM and SEM micrographs denote effaced podocyte foot processes. Scale bars denote 50 μM (first row); 200 μM (second row); 0.5 μM (third row); and 1 μM (fourth row). (**h**) Quantification of mesangial matrix expansion, (**i**) glomerular area positive for desmin staining, and (**j**) GBM thickness in non-diabetic and diabetic *miR-93*^*PodTg*^ mice from control and tamoxifen-injected groups. (*n*=4–7 mice/group). (**k**) miRNA mimics injection protocol. (**l**) Fluorescent micrographs of kidney sections from vehicle-injected and 3′-Dy547-miR-93 mimic-injected mice. White arrows specify tubular localization and yellow arrows specify glomerular localization. Scale bars, 50 μM. (**m**) qRT-PCR analysis of liver, spleen and kidney RNAs from NT mimic and miR-93 mimic-injected mice. All values were normalized to U6 snRNA internal controls (*n*=3 mice/group). (**n**) ACR measurements at 16 weeks of age in listed groups (*n*=8 mice/group). (**o**) Top, representative PAS staining of kidney sections and bottom, representative desmin staining, respectively of kidney sections from each group. Scale bars denote 50 μM and 200 μM, respectively. (**p**) Quantification of mesangial matrix index and glomerular area positive for desmin staining for each group (*n*=8 mice/group). Data expressed as mean±s.e.m. ns: no significance, *P<0.05, **P<0.01. one-way analysis of variance with Tukey's post test for multiple comparisons was used for groups of three or more.

**Figure 3:**
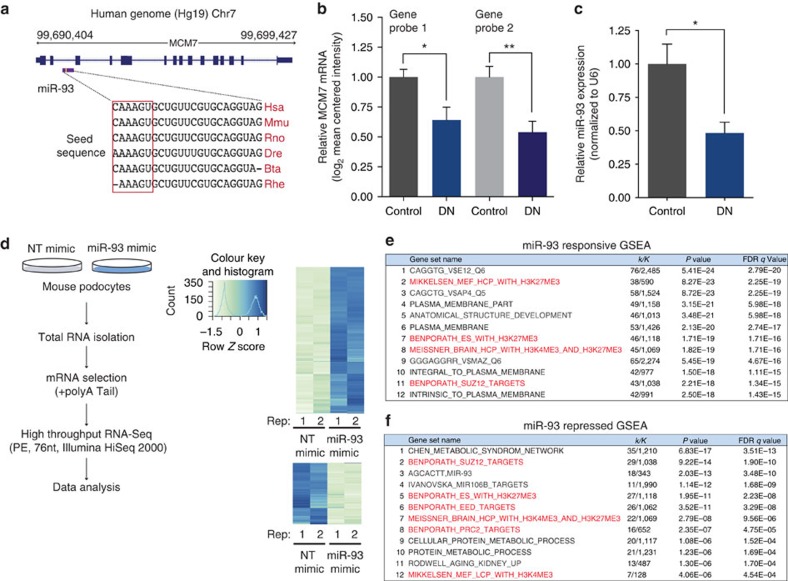
RNA-seq analysis implicates miR-93 in chromatin remodelling. (**a**) Top, human miR-93 localized to intron 13 of the *MCM7* gene on chromosome 7. Bottom, sequence conservation of the mature miR-93 sequence in several species. Hsa: Homo Sapien, Mmu: *Mus musculus*, Rno: *Rattus norvegicus*, Dre: *Danio rerio*, Bta: *Bos taurus*, Rhe: Rhesus (**b**) *MCM7* expression values in patients with DN for two independent gene array probes obtained from publicly available datasets from Nephroseq (www.nephroseq.org)^19^. Data expressed as log_2_ median-centered intensity values. (**c**) miR-93 expression level in biopsy samples from control (*n*=8) and DN patients (*n*=7). (**d**) Left, experimental approach employed to generate transcriptome-wide RNA-Seq data. Right, heatmap of differentially regulated genes in NT and miR-93 mimic transfected podocytes. Heatmaps represents hierarchical clustering of the genes, which were significantly differentially regulated (log_2_ FC±1.0) .(**e**,**f**) GSEA analysis of (**e**) significantly upregulated and (**f**) significantly downregulated genes upon miR-93 overexpression in mouse podocytes (k/K indicates the number of miR-93 responsive genes over the number of genes in a given gene set). Red highlighted gene sets suggest that miR-93 may play a role in modulating expression of genes regulated by various chromatin remodelers. Data expressed as mean±s.e.m. ns: no significance, *P<0.05, **P<0.01, ***P<0.001. Student's *t*-test was employed for comparisons between two groups. Cuffdiff2 was used to identify features differentially expressed between conditions for RNA-Seq analysis. A 0.05 false discovery rate was used in selecting significant genes. To further define differentially regulated genes, a cutoff of −log_10_ (*P* value) >1 and a log_2_ fold change (FC) of <0.5 or >0.5 was employed.

**Figure 4:**
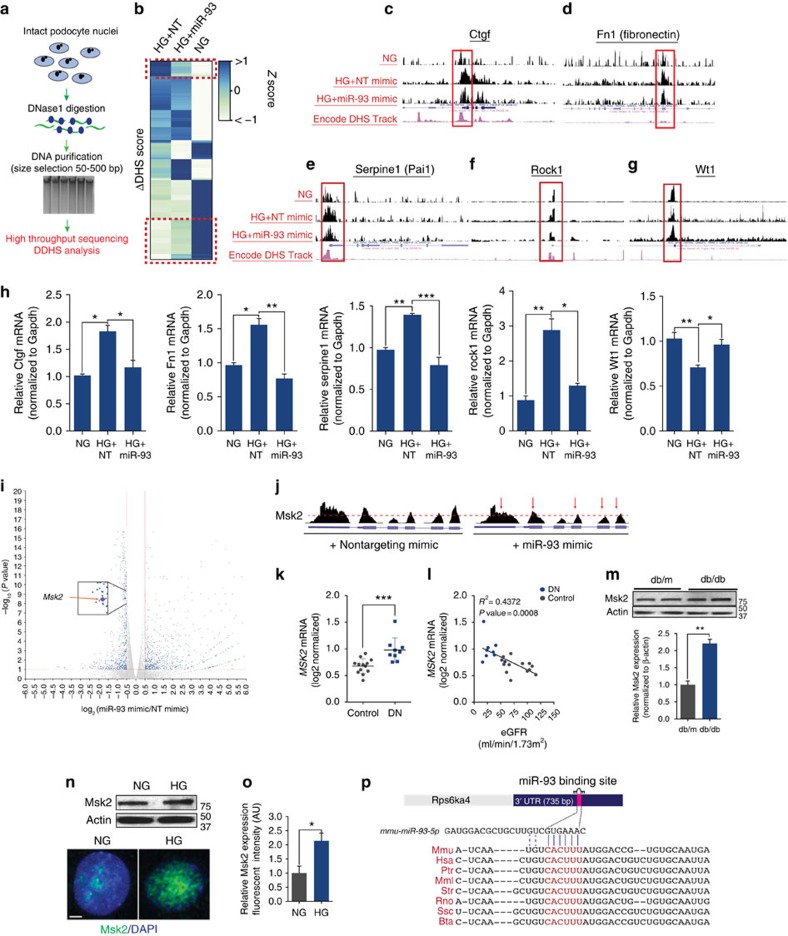
HG-induced chromatin remodelling is reversed by miR-93 overexpression. (**a**) Experimental approach employed for DNase-Seq. (**b**) Hierarchical clustering analysis of ΔDHS scores for NG, HG+ NT mimic, and HG+ miR-93 mimics. Dashed red lines surround regions that demonstrate a reversal in HG-induced changes in hypersensitivity, following miR-93 overexpression. *P* value <0.05 for all comparisons. (**c**–**g**) Examples of chromatin accessibility that highlight differences in DNase hypersensitivity at the (**c**) Ctgf, (**d**) Fn1, (**e**) Serpine1 (**f**) Rock1 and (**g**) Wt1 loci. As reference, DHS signal tracks from the Encode project are depicted in pink^24^. Each data track shows tag density from DNase-Seq assays from podocytes treated with NG, HG+NT mimics or HG+miR-93 mimics (**h**) Gene expression analysis of the aforementioned genes. All values normalized to internal Gapdh controls. (**i**) Volcano plot highlighting differentially regulated genes by miR-93. (**j**) mRNA tag density at exons 13–18 and 3′-UTR of murine Msk2 in podocytes transfected with miR-93 mimics or NT controls. (**k**) *MSK2* expression values from patients with DN obtained from publicly available datasets from Nephroseq (nephroseq.org)^19^. Data expressed as log_2_ median-centered intensity values. (**l**) Linear regression analysis of relative Msk2 mRNA levels from patients in (**k**) correlated with estimated glomerular filtration rate values obtained from Nephroseq. (**m**) Top, western blot and densitometric quantification of total Msk2 expression levels in podocytes isolated from 24-week-old db/m and db/db mice, (*n*=5 mice/group). (**n**) Top, western blot of total Msk2 expression levels from whole cell lysates in podocytes cultured under NG or HG conditions. Bottom, immunofluorescence micrographs from podocytes cultured in NG or HG conditions. Scale bar, 10 μm. (**o**) Quantification of nuclear fluorescent intensity of Msk2 expression in podocytes cultured under NG or HG conditions. (**p**) Evolutionary conservation of the miR-93 seed site within the 3′-UTR of Msk2. Mmu: *Mus musculus*, Hsa: *Homo sapiens*, Ptr: *Pan troglodytes*, Mml: *Macaca multta*, Str: *Spermophilus tridecemlineatus*, Rno: *Rattus norvegicus*, Ssc: *Sus scrofa*, Bta: *Bos taurus*. Data expressed as mean±s.e.m. ns: no significance, *P<0.05, **P<0.01, ***P<0.001. Student's *t*-test was employed for comparisons between two groups, one-way analysis of variance with Tukey's post test for multiple comparisons was used for groups of three or more.

**Figure 5:**
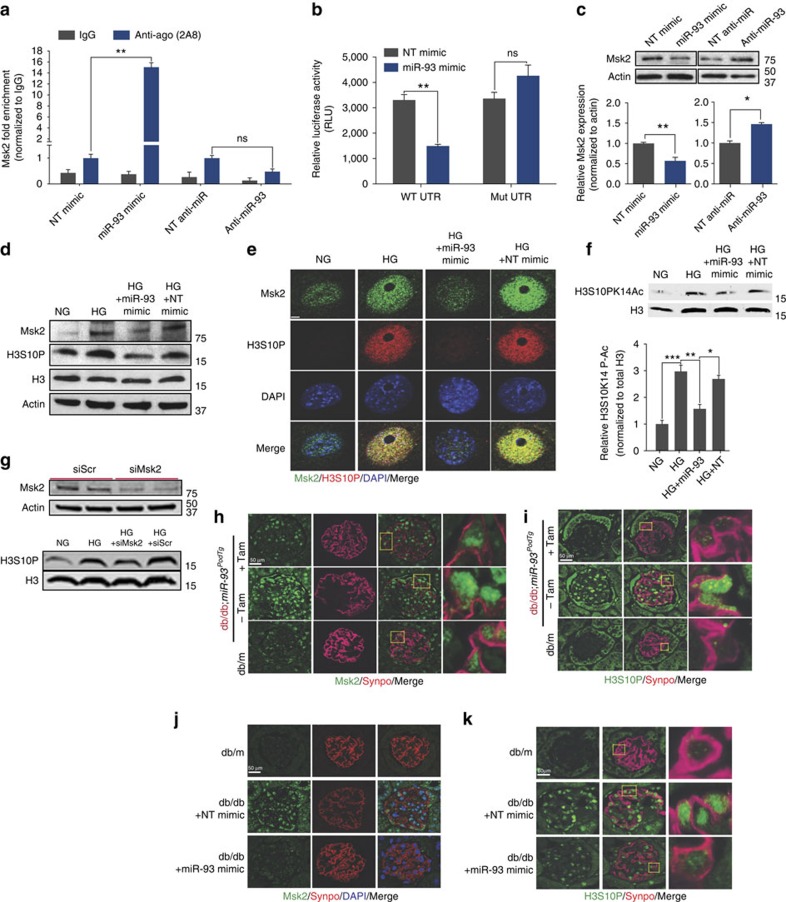
miR-93 targets Msk2. (**a**) Msk2 RNA in RISC complexes from RNA-immunoprecipitation experiments in mouse podocytes transfected with miR-93 mimics or anti-miR-93. (**b**) Luciferase activity in HEK293T cells co-transfected with either 3.1-luc-Msk2 wild-type 3′-UTR (WT-UTR) or a 3.1-luc-Msk2 mutant 3′ UTR (Msk2 mut) and NT or miR-93 mimics, respectively. Luciferase activity levels were normalized to β-gal activities. (**c**) Western blot and corresponding densitometric analysis for total Msk2 expression in podocytes transfected with miR-93 mimics or anti-miR-93 inhibitors. (**d**) Western blot analysis from HG-cultured podocytes transfected with miR-93 mimic or a NT mimic with antibodies directed against Msk2, H3S10P, total H3 and actin. (**e**) Immunofluorescence against H3S10P and Msk2 in HG-cultured podocytes transfected with miR-93 mimic or a NT mimic. Scale bar, 10 μm. (**f**) Western blot analysis of cultured podocytes exposed to HG and transfected with miR-93 mimic or a NT mimic with bivalent antibodies against H3S10K14-P-Ac and total H3. (**g**) Top panel, western blot analysis of Msk2 protein levels in podocytes transfected with a NT siRNA or siRNA specific to Msk2. Bottom panel, western blot analysis of H3S10P and total H3 protein levels in podocytes transfected with siMsk2 or siScr in HG conditions. (**h**,**i**) Representative immunofluorescence micrographs of kidney sections from db/m (*n*=3), control db/db;miR-93^PodTg^ (*n*=4) and tamoxifen-induced db/db;miR-93^PodTg^ mice (*n*=4) stained with anti-Synaptopodin and anti-Msk2 or anti-H3S10P antibodies. Sections were counterstained with DAPI. Sections were counterstained with DAPI (**j**,**k**) Representative immunofluorescence micrographs of kidney sections from db/m control (*n*=2) and db/db mice allocated to miR-93 mimic (*n*=3) or NT mimic (*n*=3) injections with anti-synaptopodin, anti-Msk2 and/or anti-H3S10P antibodies. Merged images are meant to highlight podocyte-specific staining and insets are meant to highlight podocyte-specific localization of Msk2 or H3S10. Sections were counterstained with DAPI. **h–k** Scale bars, 50μm. Data expressed as mean±s.e.m. ns: no significance, *P<0.05, **P<0.01, ***P<0.001. Student's *t*-test was employed for comparisons between two groups; one-way analysis of variance with Tukey's post test for multiple comparisons was used for groups of three or more.

**Figure 6:**
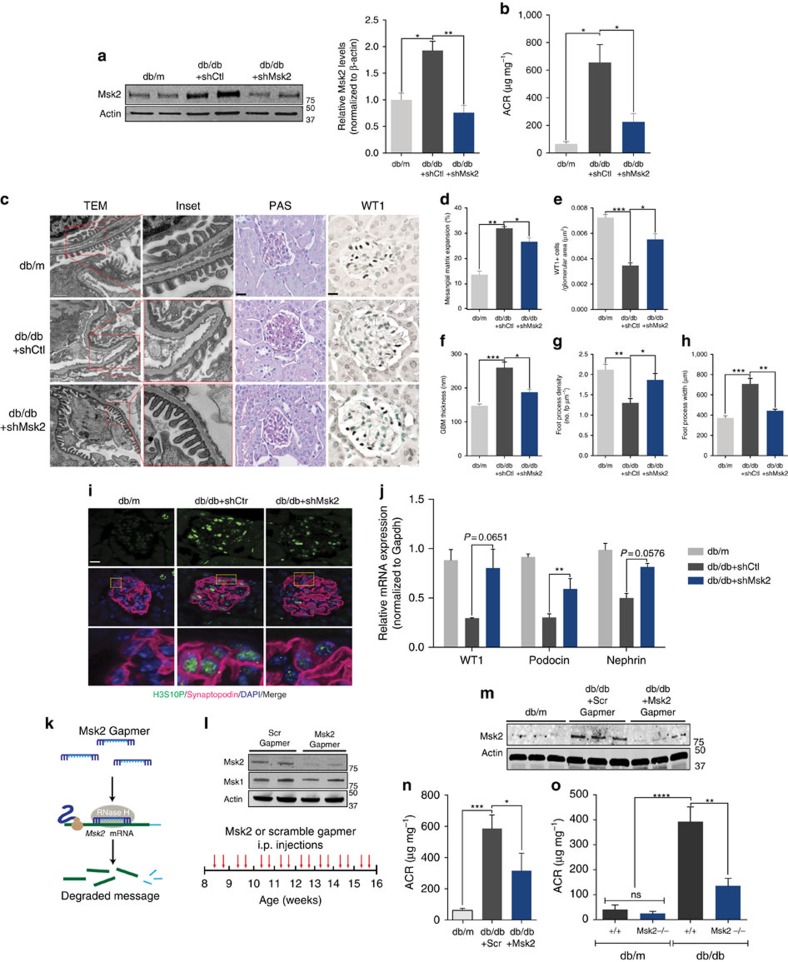
Targeting Msk2 *in vivo* prevents progression of DN. (**a**) Left, representative western blot analysis for Msk2 levels in podocytes isolated from non-diabetic (db/m) (*n*=4), db/db+shCtl (*n*=3), and db/db+shMsk2 (*n*=5) mice treated with shMsk2. Right, densitometric quantification of western blots to quantify Msk2 levels. (**b**) ACR of non-diabetic (db/m), db/db+shCtl (*n*=3) and db/db+shMsk2 (*n*=5). (**c**) Representative images of TEM micrographs, PAS staining and WT1 staining from shMsk2-treated mice. Scale bars, 0.5 μM (first column) or 50 μM (second and third columns). (**d**–**h**) Quantification of (**d**) mesangial matrix expansion, (**e**) WT1+ cells, (**f**) GBM thickness, (**g**) Foot process density and (**h**) Foot process width in shMsk2-treated mice and controls. (**i**) Representative immunofluorescence micrographs of kidney sections from shMsk2-treated mice and controls from **a**, stained with anti-synaptopodin and anti-H3S10P. Sections were counterstained with DAPI. Merged images are meant to highlight podocyte-specific staining and insets are meant to highlight podocyte-specific localization of H3S10P. Scale bars, 50 μM. (**j**) qPCR analysis of podocyte-specific genes, Wt1, podocin and nephrin from podocytes isolated from shMsk2-treated mice and controls. All expression values were normalized to Gapdh internal controls. (**k**) Schematic describing mode of action and general design of LNA-modified long RNA gapmers (**l**) Top, western blot analysis of podocytes transfected with Msk2 or Scramble, negative control gapmers with antibodies directed against Msk2, Msk1 and actin. Bottom, study design used for the administration of Msk2 or Scramble, negative control gapmers in db/db mice. (**m**) Western blot analysis of kidney cortices from db/m and db/db mice administered gapmers directed against Msk2 or Scramble, negative control gapmers, all values normalized to actin (*n*=5 mice/group). (**n**) ACR of non-diabetic (db/m), db/db mice administered gapmers directed against Msk2 or Scramble, negative control gapmers (*n*=5 mice/group). (**o**) ACR of 24-week-old db/m;Msk2+/+ (*n*=3), db/m;Msk2^−/−^ (*n*=5), db/db;Msk2+/+ (*n*=6), and db/db;Msk2^−/−^ (*n*=6) mice. Data expressed as mean±s.e.m. ns: no significance, *P<0.05, **P<0.01, ***P<0.001. One-way analysis of variance with Tukey's post test for multiple comparisons was used for groups of three or more.

# Supplementary material for: miR-93 regulates Msk2-mediated chromatin remodelling in diabetic nephropathy
**Source:** Nat Commun. 2016 Jun 28;7:12076. doi: 10.1038/ncomms12076
**Supplement:** Supplementary Information — Supplementary Figures 1-10 and Supplementary Tables 1 & 2.

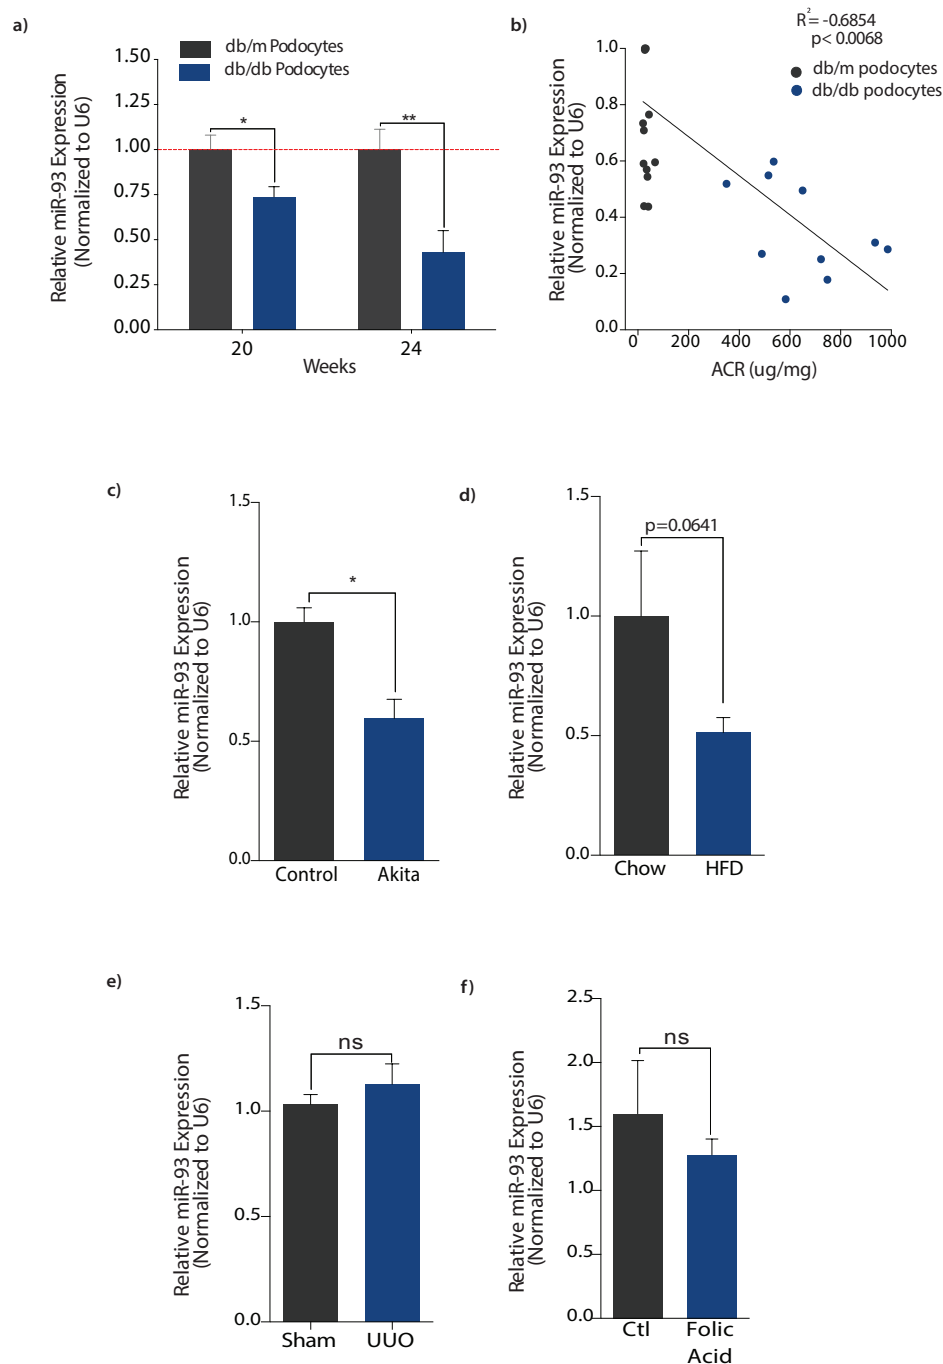

### Supplementary Figure 1: miR-93 levels in several models of kidney injury

a) Gene expression analysis of miR-93 expression in podocytes isolated from db/m and db/db mice at two different time points (n=5/group at each time point). All values were normalized to U6 snRNA internal control. b) Linear regression analysis of relative miR-93 expression values from (a) plotted against ACR from 24-week-old db/m or db/db. (n=8-12 mice/group (a)). c) Analysis of miR-93 levels in podocytes isolated from non-diabetic (n=4) and Akita (n=7) mice on the DBA2J background. d) Gene expression analysis of miR-93 levels in podocytes isolated from mice on the C57Bl6J background placed on either a Chow Diet (n=2) or High Fat Diet (HFD, n=4). e) Gene expression analysis of miR-93 levels in kidney cortex from mice subjected to unilateral ureteral obstruction (UUO) for 10 days (n=4) or sham operated control kidneys (n=4) f) qPCR analysis from kidney cortex from mice administered folic acid (50mg/kg) or vehicle control for 21 days (n=3 mice/group). All expression values are normalized to U6 snRNA internal controls. Data are expressed as mean  $\pm$  s.e.m, ns: no significance, \*  $P < 0.05$ , \*\*  $P < 0.01$ . Student's t-test was employed for comparisons between two groups.

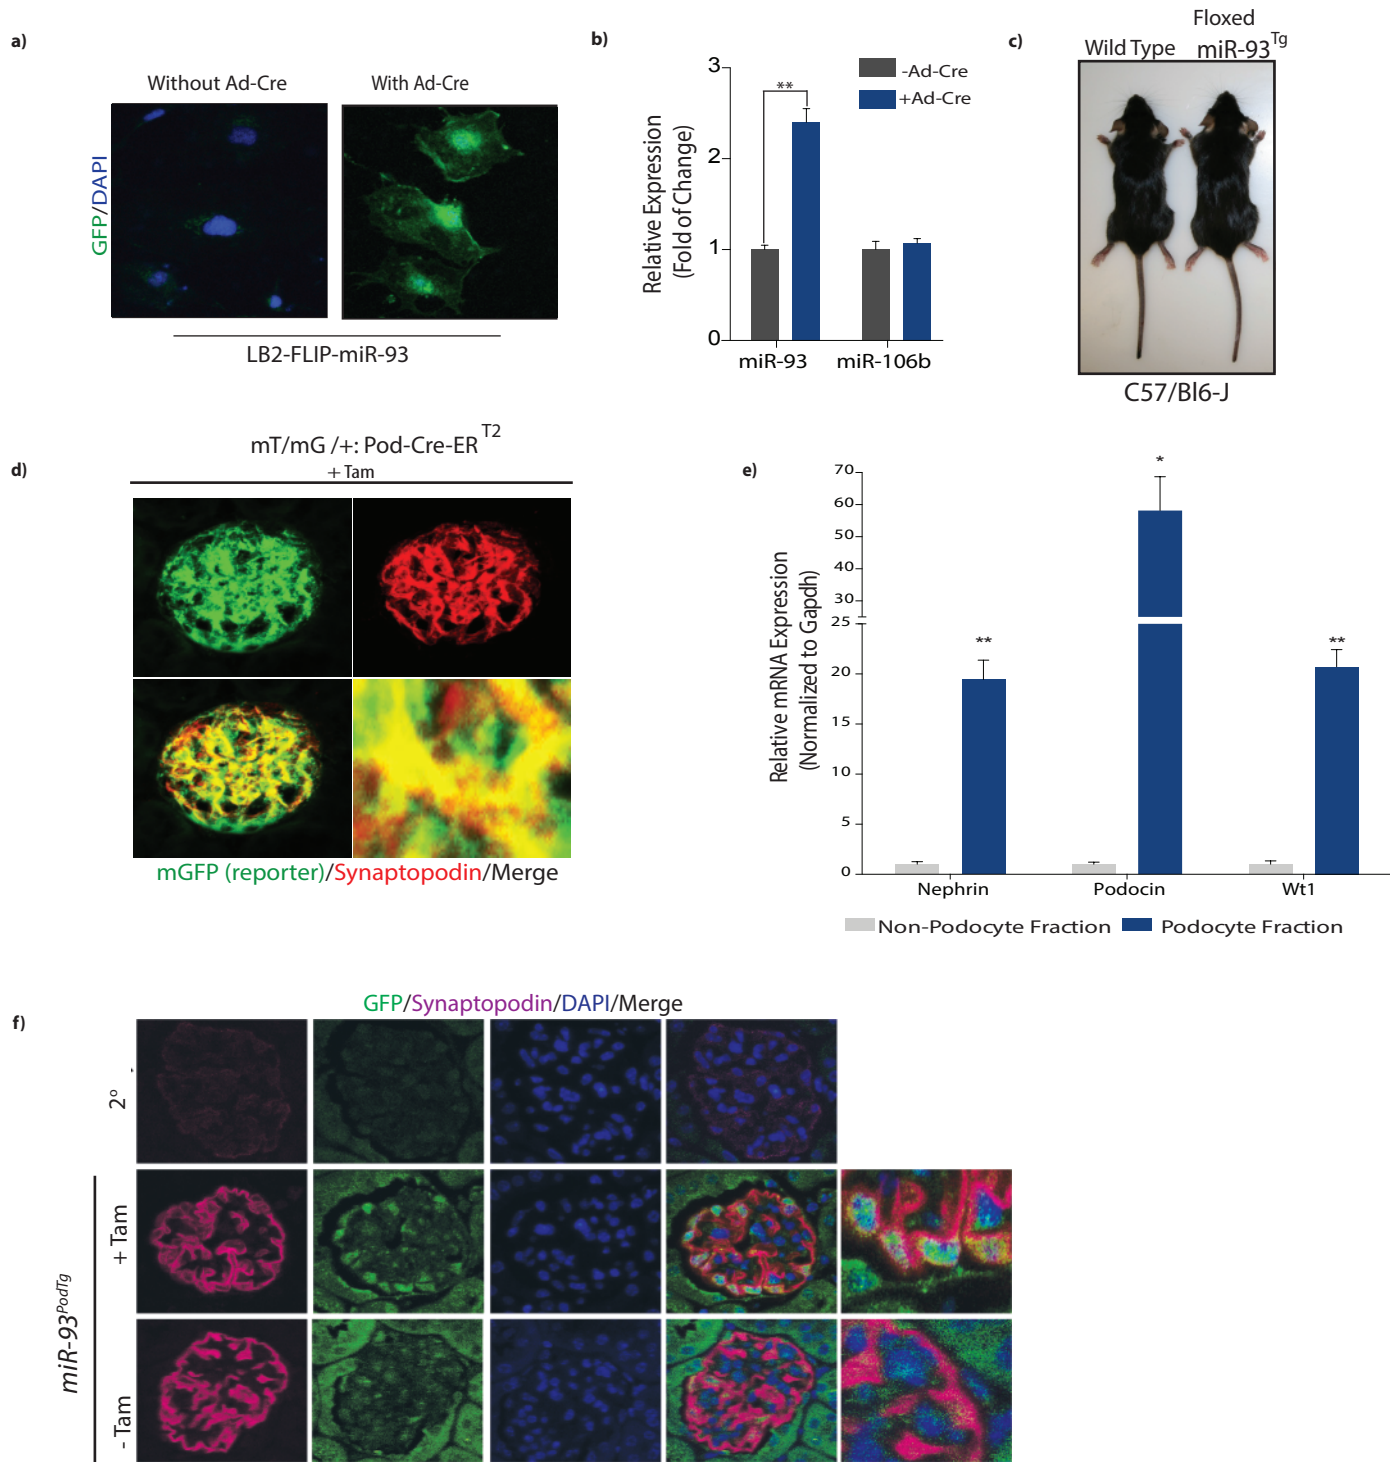

## Supplementary Figure 2: Generation and characterization of floxed miR-93 transgenic mice

a) Immunofluorescence analysis of stably transduced LB2-FLIP-miR-93 floxed podocytes receiving adenovirus-Cre to induce recombination and GFP-miR-93 expression. b) qPCR analysis of miR-93 and miR-106b expression (negative control) in podocytes from (a). c) Representative wild-type and miR-93<sup>Tg</sup> mice prior to crossing with the inducible, podocyte specific Cre. d) Representative confocal micrographs of kidney sections from tamoxifen induced R26mTmG;Pod-CreERT2 mice stained with synaptopodin. mGFP signal (Green) overlaps with Synaptopodin signal (Red) to demonstrate podocyte specific activity of the inducible Cre recombinase. e) In order to validate our podocyte enrichment protocol we performed qPCR analysis of podocyte specific mRNAs from podocyte (+) versus podocyte (-) cell fractions. Data are from cell fractions isolated from five different animals. f) To confirm the podocyte specific induction and flipping of our transgenic construct we performed immunofluorescence analysis against transgenic GFP and Synaptopodin. Representative confocal micrographs of kidney sections from +/- tamoxifen induced miR-93<sup>PodTg</sup> mice stained for GFP and synaptopodin to demonstrate podocyte specific induction of the miR-93 floxed transgenic construct. Scale bars denote 50µm. Insets are meant to demonstrate podocyte localization. Data are expressed as mean ± s.e.m. \*P<0.05, \*\*P<0.01. Student's t-test was employed for comparisons between two groups; one-way analysis of variance with Tukey's post test for multiple comparisons was used for groups of three or more.

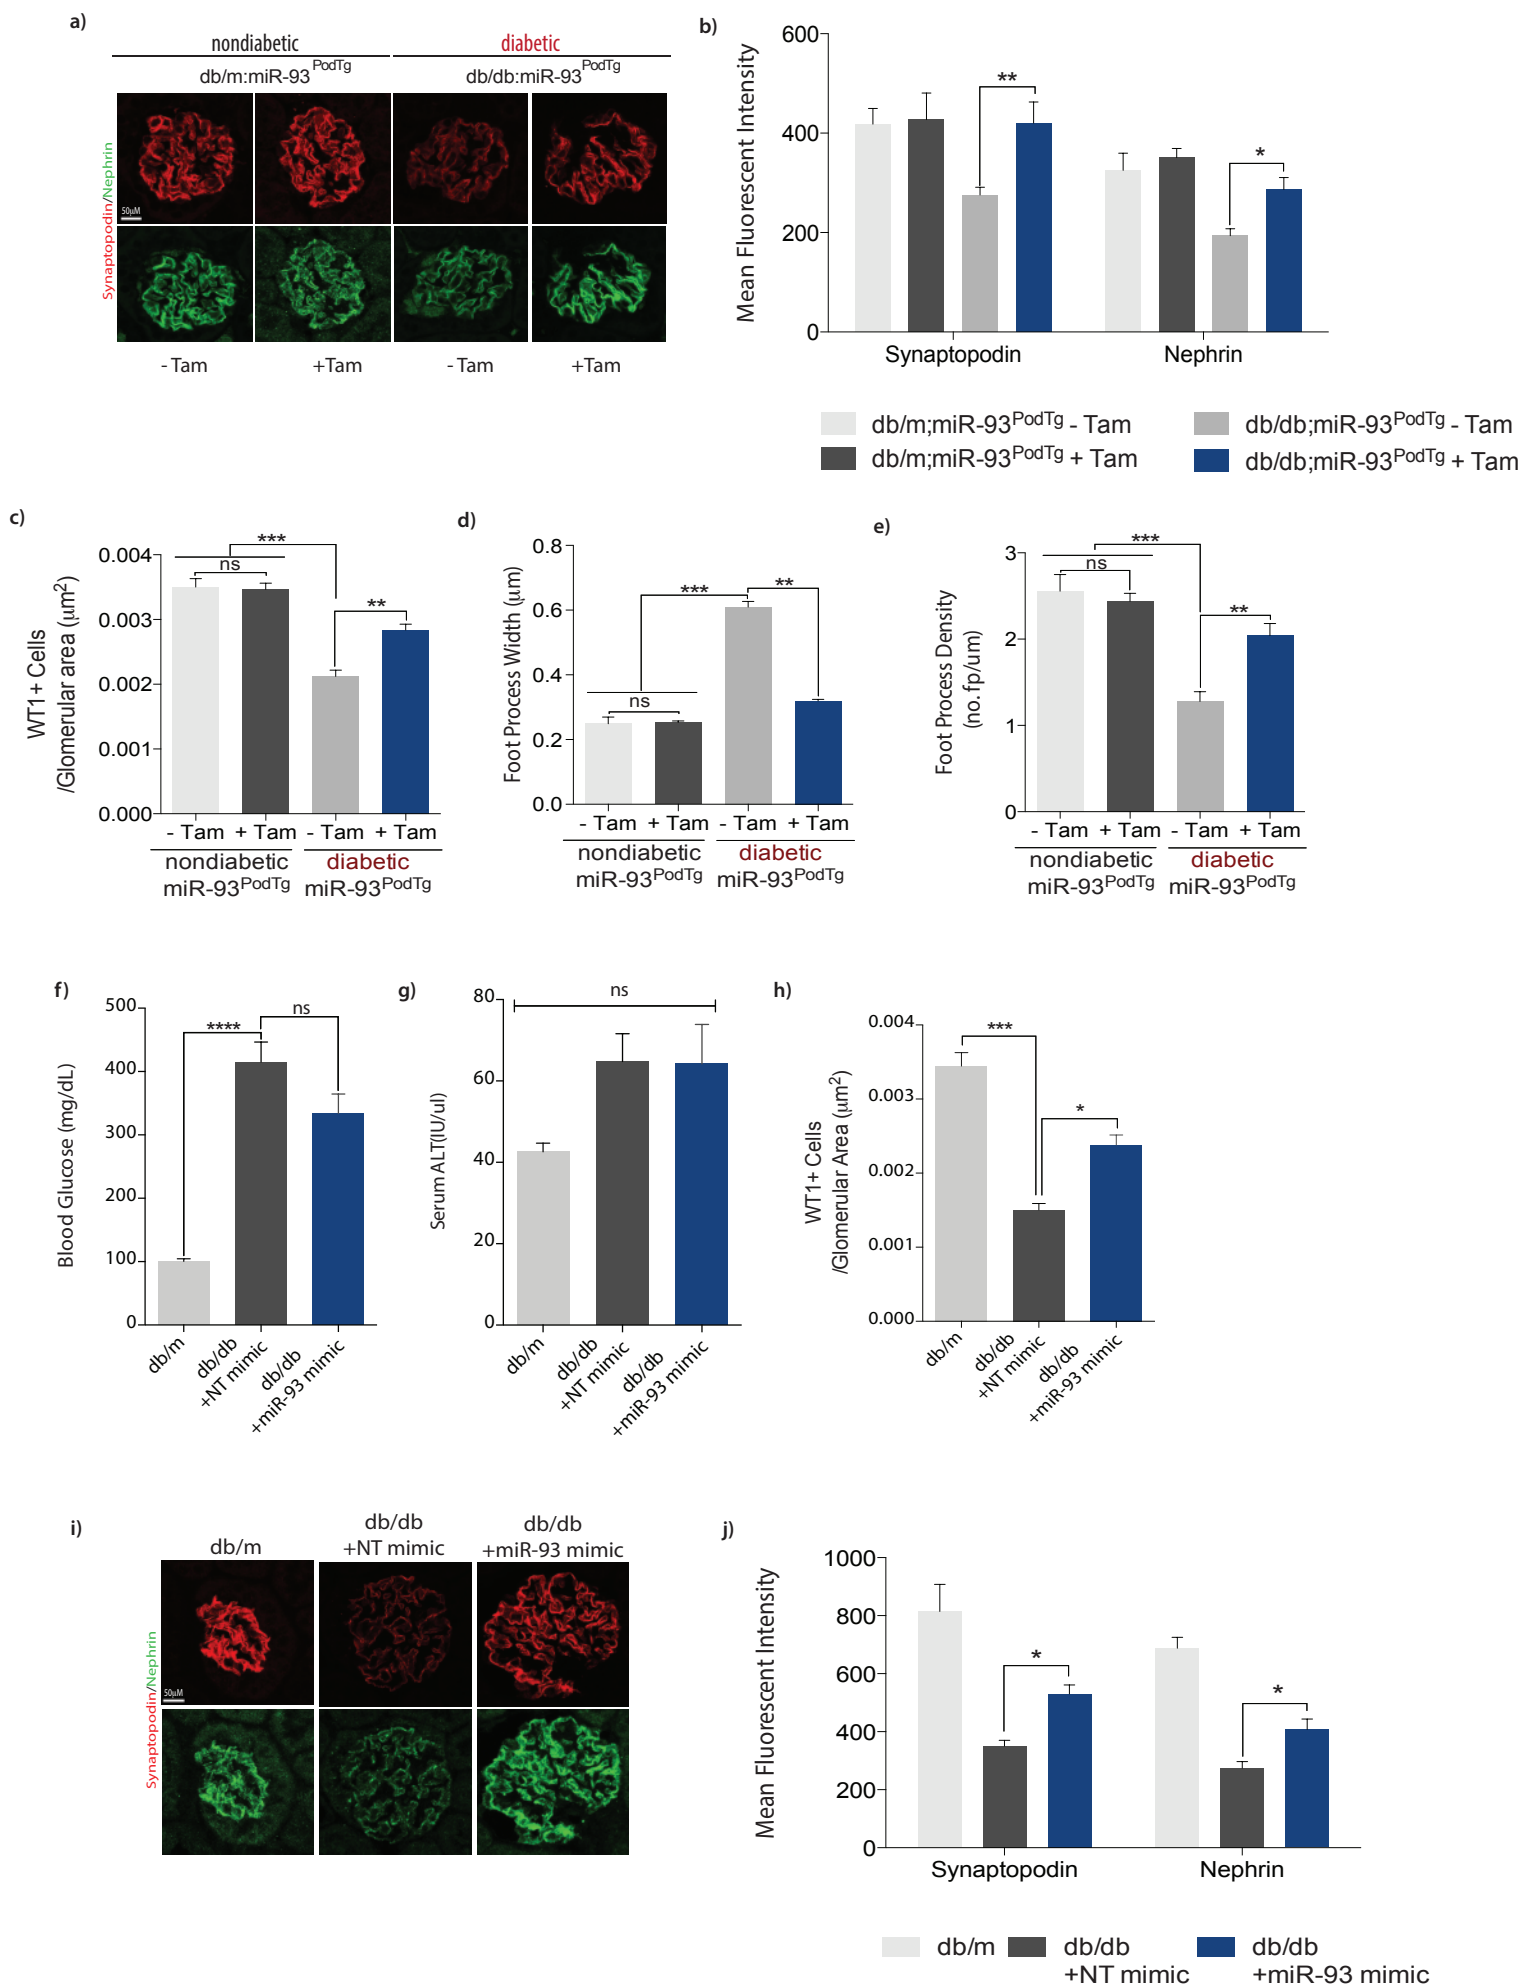

### **Supplementary Figure 3: miR-93 exerts a renoprotective effect in diabetic nephropathy**

a) Representative immunofluorescence images of kidney sections from control db/m;miR-93PodTg (n=3), tamoxifen induced db/m;miR-93PodTg (n=3), control db/db;miR-93PodTg (n=5) and tamoxifen induced db/db;miR-93PodTg (n=5) animals stained with antibodies against synaptopodin and nephrin. b) Quantification of synaptopodin and nephrin glomerular mean fluorescence intensity from the groups in (a). c) Quantification of WT1+ cells from kidney sections from groups in (a). Total number of WT1+ cells per glomerular section was divided by glomerular area ( $\mu\text{m}^2$ ). d-e) Quantification of foot process width (d) and foot process density (e) calculated from TEM micrographs from groups in (a). f-g) Fasting blood glucose (f) and serum alanine aminotransferase (ALT) (g) levels in db/m (n=8) and db/db mice administered miR-93 mimics (n=8) or Nontargeting (NT) mimics (n=8). h) Quantification of WT1+ cells from kidney sections from mice in (f) stained with an antibody against WT1, quantified as before. i) Representative immunofluorescence images of kidney sections from control db/m (n=3), db/db+miR-93 mimics (n=4) and db/db+NT mimics (n=4) animals stained with antibodies against synaptopodin and nephrin. Sections were counterstained with DAPI. Scale bars denote 50 $\mu\text{m}$  j) Quantification of synaptopodin and nephrin glomerular mean fluorescence intensity from the groups in (i). Data are expressed as mean  $\pm$  s.e.m, ns: no significance, \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ . one-way analysis of variance with Tukey's post test for multiple comparisons was used for groups of three or more.

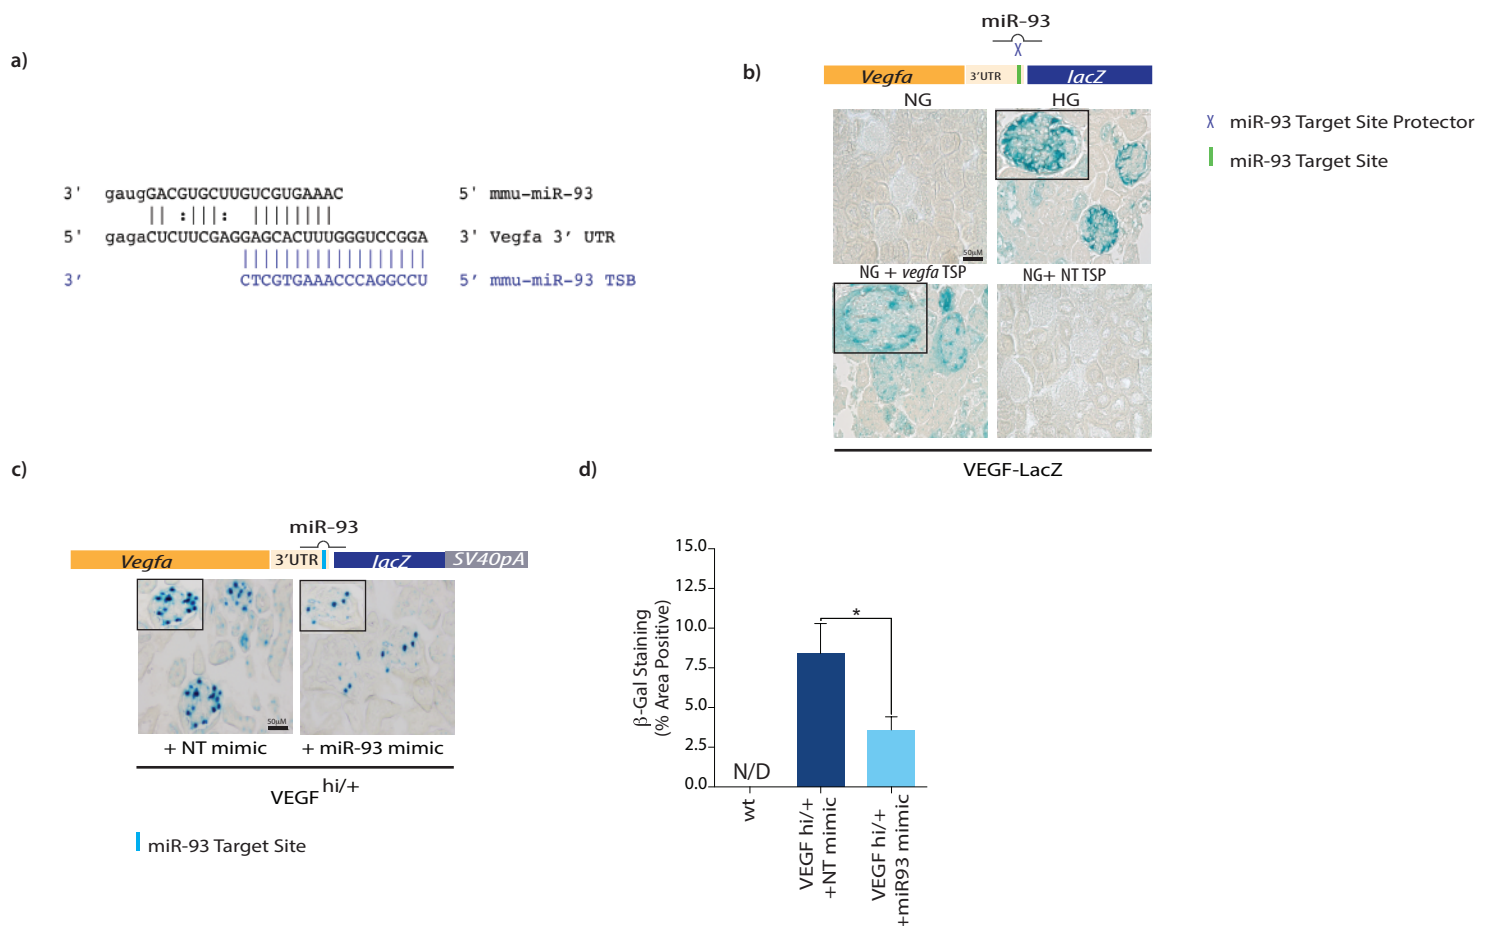

#### Supplementary Figure 4: miR-93 inhibits VEGF Expression in vivo

a) To test the role of VEGF as a target of miR-93 in vivo, we designed a miR-93 Target Site Protector (TSP), to block miR-93 binding to its cognate seed sequence in the VEGF 3'-UTR. The wild-type VEGF 3'-UTR, the miR-93 TSP and the mature miR-93 sequence are depicted in (a), a nontargeting (NT) TSP was used as a negative control. b) Kidney cortices from VEGF-LacZ reporter mice (Miquerol et al., Dev. Biol, 1999) with normal expression levels of VEGF were cultured in normal glucose (NG, 5mM) with either a NT TSP or the miR-93 TSP. We found a marked increase in VEGF expression in miR-93-TSP-treated kidney cortices in NG conditions as determined by  $\beta$ -galactosidase activity. Increased VEGF expression in HG (25mM) conditions served as a positive control. We did not observe any staining in NG or NT-TSP cultured cortices; suggesting endogenous miR-93 exerts tight control over VEGF expression in vivo. Scale bars denote 50  $\mu$ m; n=3 mice/group c) To show miR-93 is able to attenuate VEGF expression in a system with constitutive VEGF overexpression, we utilized the VEGF-Hi Reporter mice (Miquerol et al., Development, 2000). The VEGF-Hi reporter mice exhibit constitutive overexpression of VEGF due to increased mRNA stability, and retain the conserved miR-93 binding site within the remnant 3'-UTR. Depicted is the schematic of the VEGF-Hi-LacZ reporter allele in the top panel. VEGF-Hi mice received miR-93 mimics via i.p. injection, and expression of the VEGF reporter allele was assessed by visualizing  $\beta$ -galactosidase activity. As expected, VEGF expression was markedly elevated within podocytes and in tubular epithelial cells in VEGF-Hi mice receiving the NT mimic. However, VEGF-Hi mice that received miR-93 mimics displayed significantly reduced VEGF expression. d) Quantification of percent area positive for  $\beta$ -gal staining from (c). Taken together, these observations suggest that VEGF is a strong in vivo target of miR-93. Scale bars denote 50  $\mu$ m; n=4 mice/group Data expressed as mean  $\pm$  s.e.m. ns: no significance, \*P<0.05, \*\*P<0.01, \*\*\*P<0.001. one-way analysis of variance with Tukey's post test for multiple comparisons was used for groups of three or more.

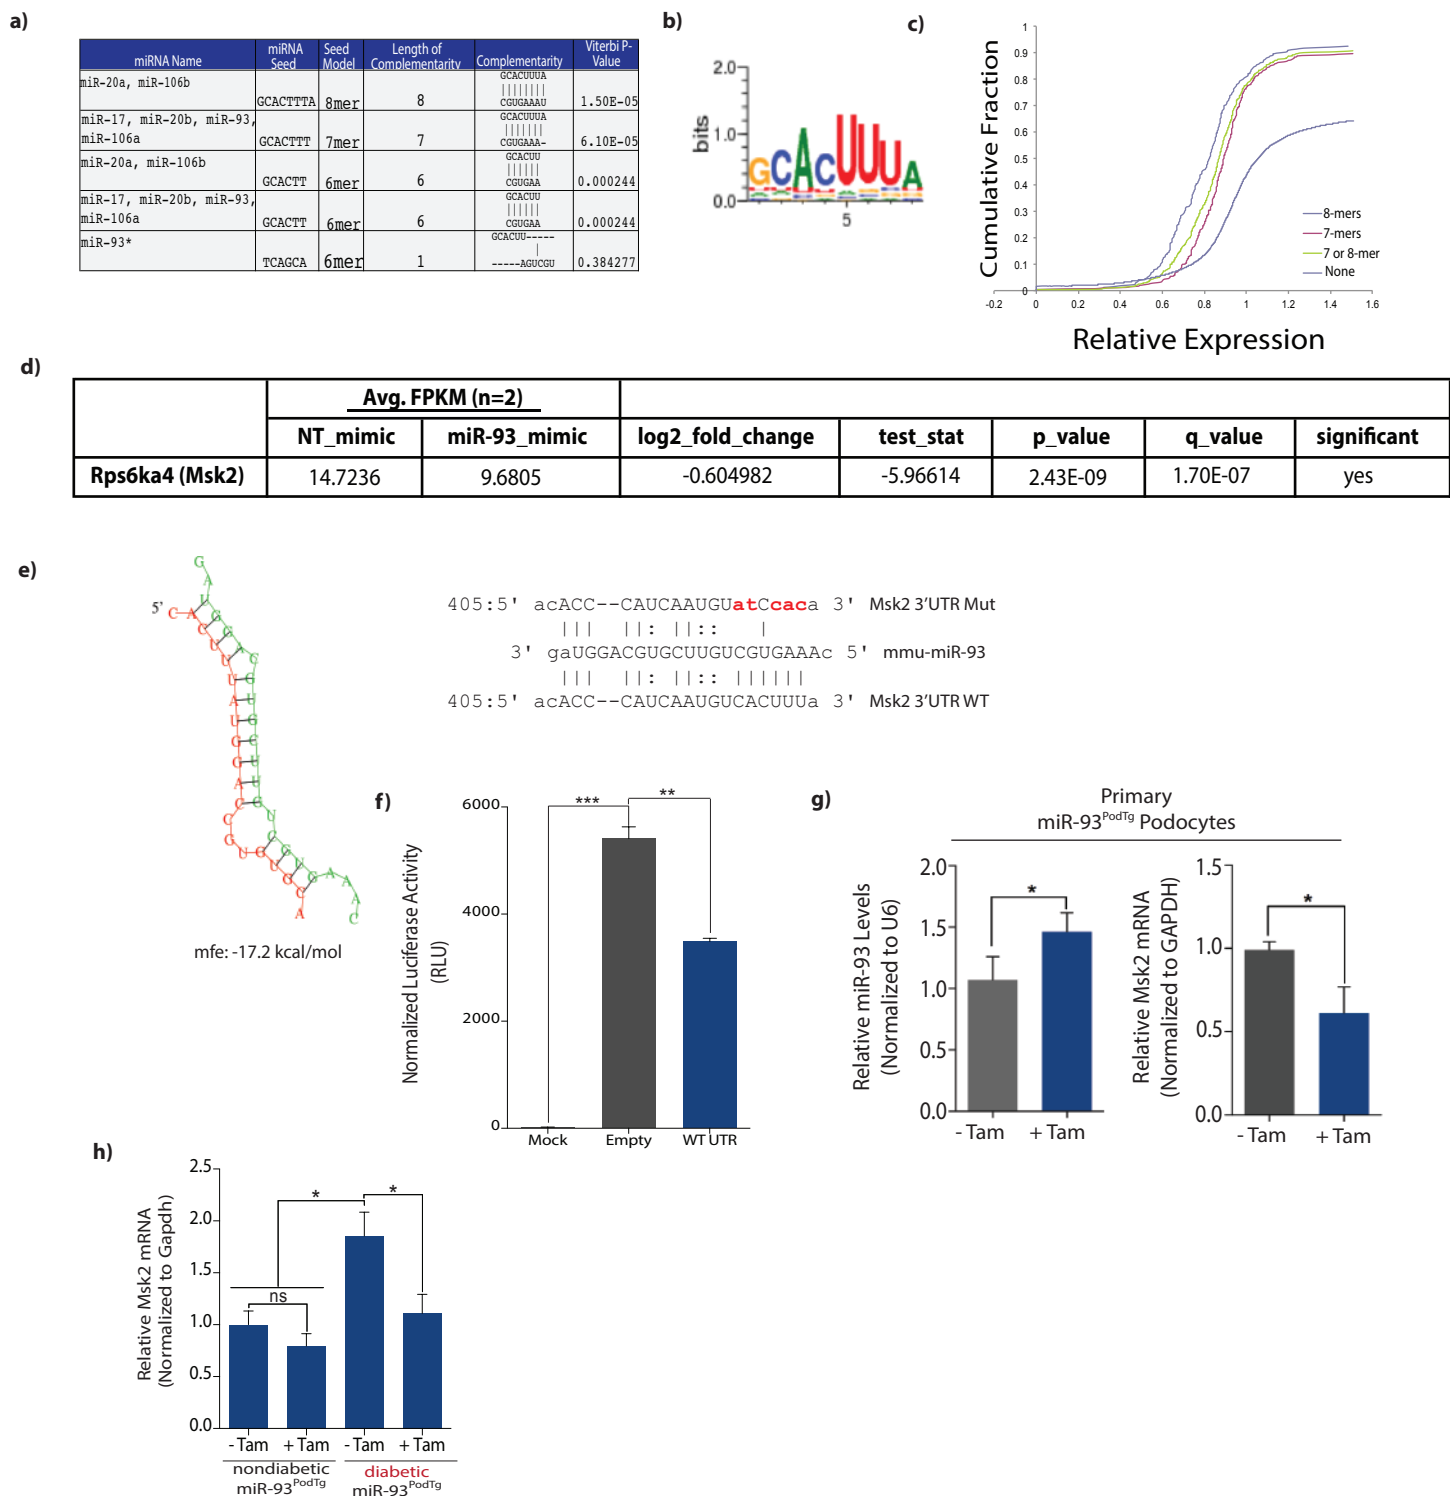

### Supplementary Figure 5: miR-93 targets are enriched in RNA-Seq analysis

a) microRNA seed enrichment analysis in significantly downregulated genes following miR-93 overexpression. b) Meme analysis of significantly enriched microRNA seed motif. c) Cumulative distribution of genes with different number of seeds. d) Statistical analysis and average fragments per kilobase of transcript per Million mapped reads (FPKM) values from RNA-Seq analysis of immortalized mouse immortalized podocytes transfected with either NT mimics (n=2) or miR-93 mimics (n=2). e) left, mRNA-miRNA secondary structure analysis between miR-93 and mouse Msk2 3'-UTR Right, Sequence alignment of Msk2 wild type (WT) 3'UTR and mutant (Mut). Nucleotides in red denote the mutated miR-93 binding site. f) Inclusion of the full length WT Msk2 3'-UTR attenuates luciferase activity in HEK293T cells compared to empty vector controls. g) qPCR analysis for miR-93 and Msk2 expression in primary miR-93PodTg podocytes cultured with 1µM 4-OH tamoxifen compared to non-treated controls (n=3/group). microRNA values were normalized to U6 snRNA internal controls. h) qPCR analysis of Msk2 mRNA in kidney cortices from tamoxifen-induced non-diabetic and diabetic miR-93PodTg mice compared with non-induced controls (n=4 mice/group). mRNA expression values normalized to Gapdh internal controls. Data are expressed as mean ± s.e.m. ns: no significance, \*P<0.05, \*\*P<0.01, \*\*\*P<0.001. Student's t-test was employed for comparisons between two groups; one-way analysis of variance with Tukey's post test for multiple comparisons was used for groups of three or more.

a)

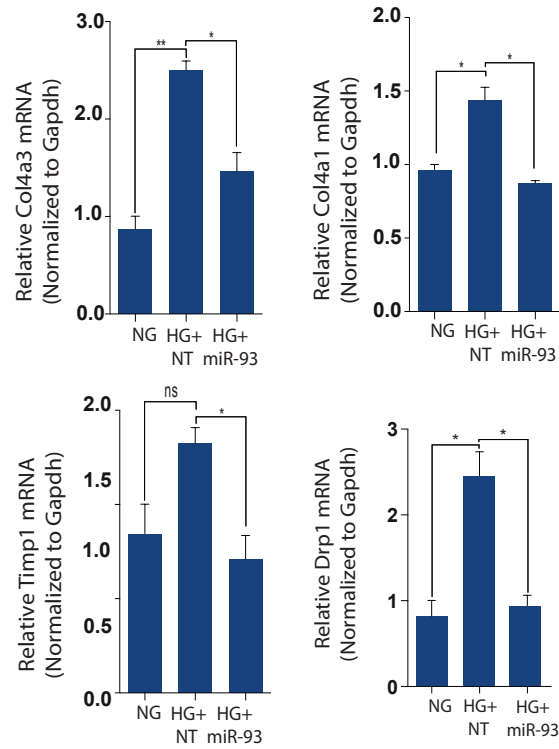

**Supplementary Figure 6: miR-93 overexpression reverses HG-induced mRNA levels of several DN related genes in podocytes**

a) Gene expression analysis of several well known pathogenic genes within DN, including Col4a3, Col4a1, Timp1, and Dnm1l (Drp1) from podocytes cultured with HG + miR-93 mimics compared with podocytes cultured with HG + NT control mimics. Data are expressed as mean  $\pm$  s.e.m. ns: no significance, \* $P < 0.05$ , \*\* $P < 0.01$ . one-way analysis of variance with Tukey's post test for multiple comparisons was used for groups of three or more.

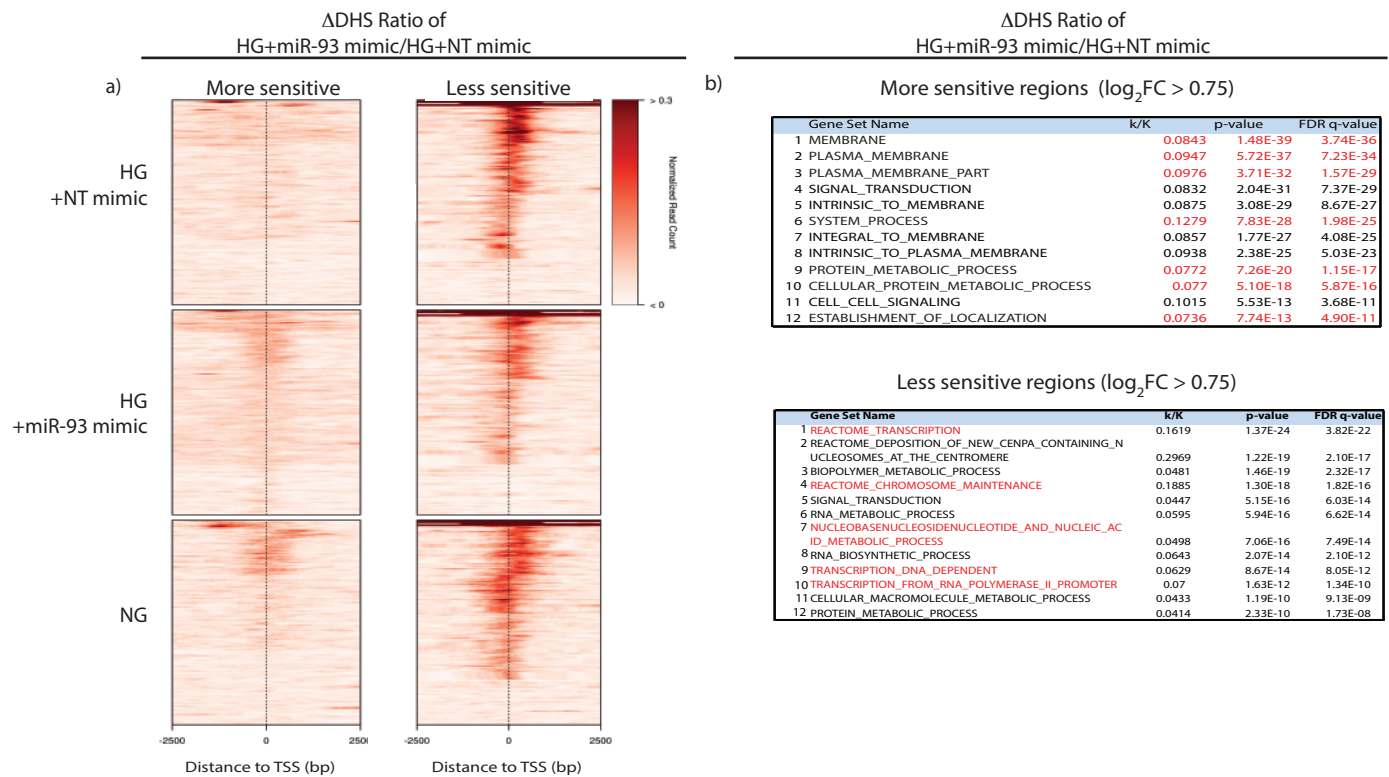

### Supplementary Figure 7: DNase-Seq aggregate line plots and GSEA analysis

a) Aggregate line plots demonstrating the cumulative distribution of reads surrounding TSSs at sites which either gain (left panel) or lose (right panel) hypersensitivity. b) Gene Set Enrichment GSEA analysis of genes near TSSs which gain or lose hypersensitivity in podocytes cultured in HG + miR-93 mimics compared to podocytes cultured in HG+NT mimics. Genes with  $\pm \log_2 0.75$  FC were used in the GSEA analysis. Gene sets highlighted in red, suggest miR-93 overexpression results in loss of hypersensitivity near genes that are important for gene transcription.

## Msk2 Targets

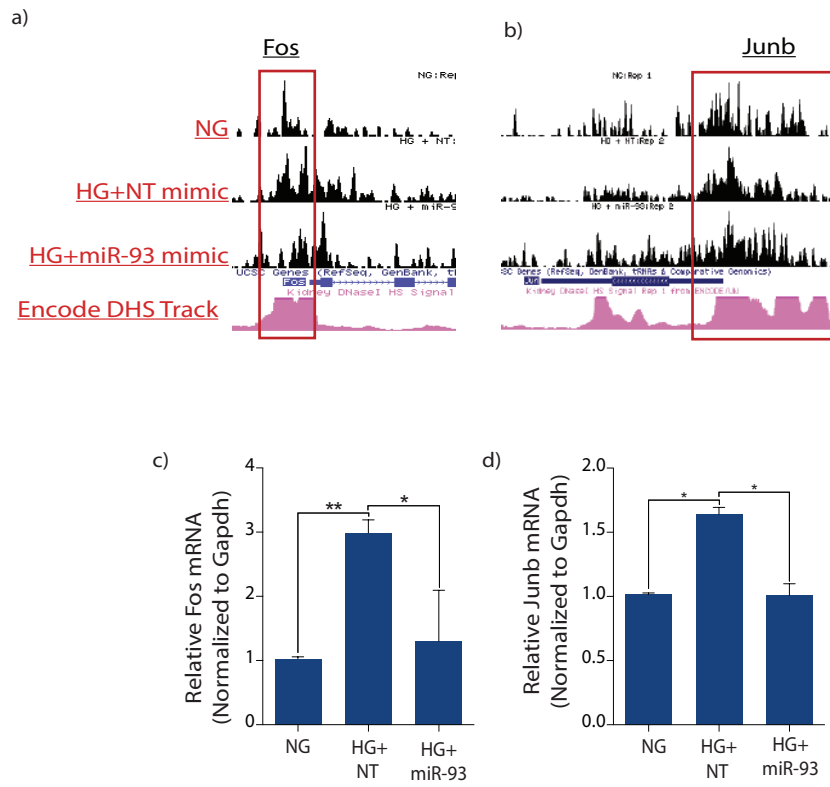

### Supplementary Figure 8: DNase-Seq and RNA expression analysis at Msk2 targets

a-b) Selected signal tracks from DNase-hypersensitivity assays from NG, HG+NT, HG+miR-93 treated podocytes. Selected genes include well-known Msk2 target genes, Fos and Jun. 

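*Jun* lies on chromosome 4 of GRCm38 from 95049034 to 95052222, on the minus strand. Its promoter peak had a fold of 2.43 in NG, 2.63 in HG+NT and 1.92 in HG+miR-93, at percentiles of 80.5, 92.1 and 65.9. The summits lay at -658, -95 and -76 nt from the TSS, and the pileup was 11.2 (95% exact Poisson interval 7.23 to 16.5), 14.8 (11.2 to 19.2) and 10.5 (7.88 to 13.7), with overlapping intervals. *Jun* rose from NG to HG+NT and fell in HG+miR-93 under all alternatives, and the smallest change of the second step was -1.88 points, by pileup.

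**Figure D4:**
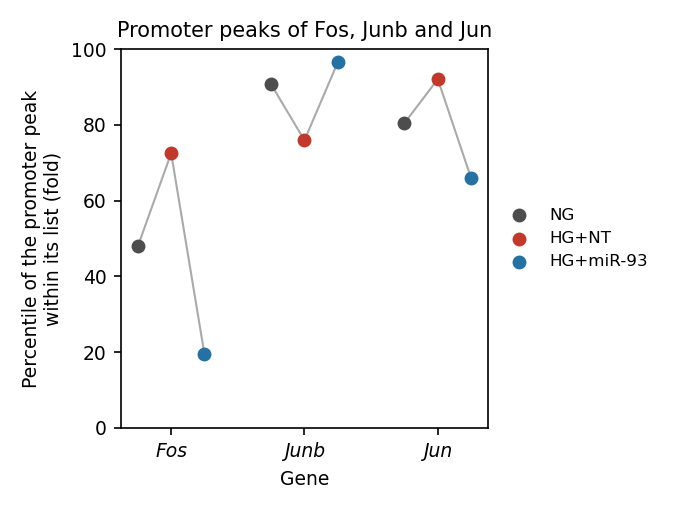
Percentile of the strongest promoter peak by fold within each list (0 to 100) for *Fos*, *Junb* and *Jun* in NG (grey), HG+NT (red) and HG+miR-93 (blue), 1 point per list. *Jun* was highest in HG+NT, at 92.1.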

As reference, DHS signal tracks from the Encode project are depicted in pink c-d) Gene expression analysis of Fos and Jun from RNA isolated from podocytes used for DNase-hypersensitivity assays. mRNA expression values normalized to Gapdh internal controls. Data are expressed as mean  $\pm$  s.e.m. \*P < 0.05, \*\*P < 0.01. one-way analysis of variance with Tukey's post test for multiple comparisons was used for groups of three or more.

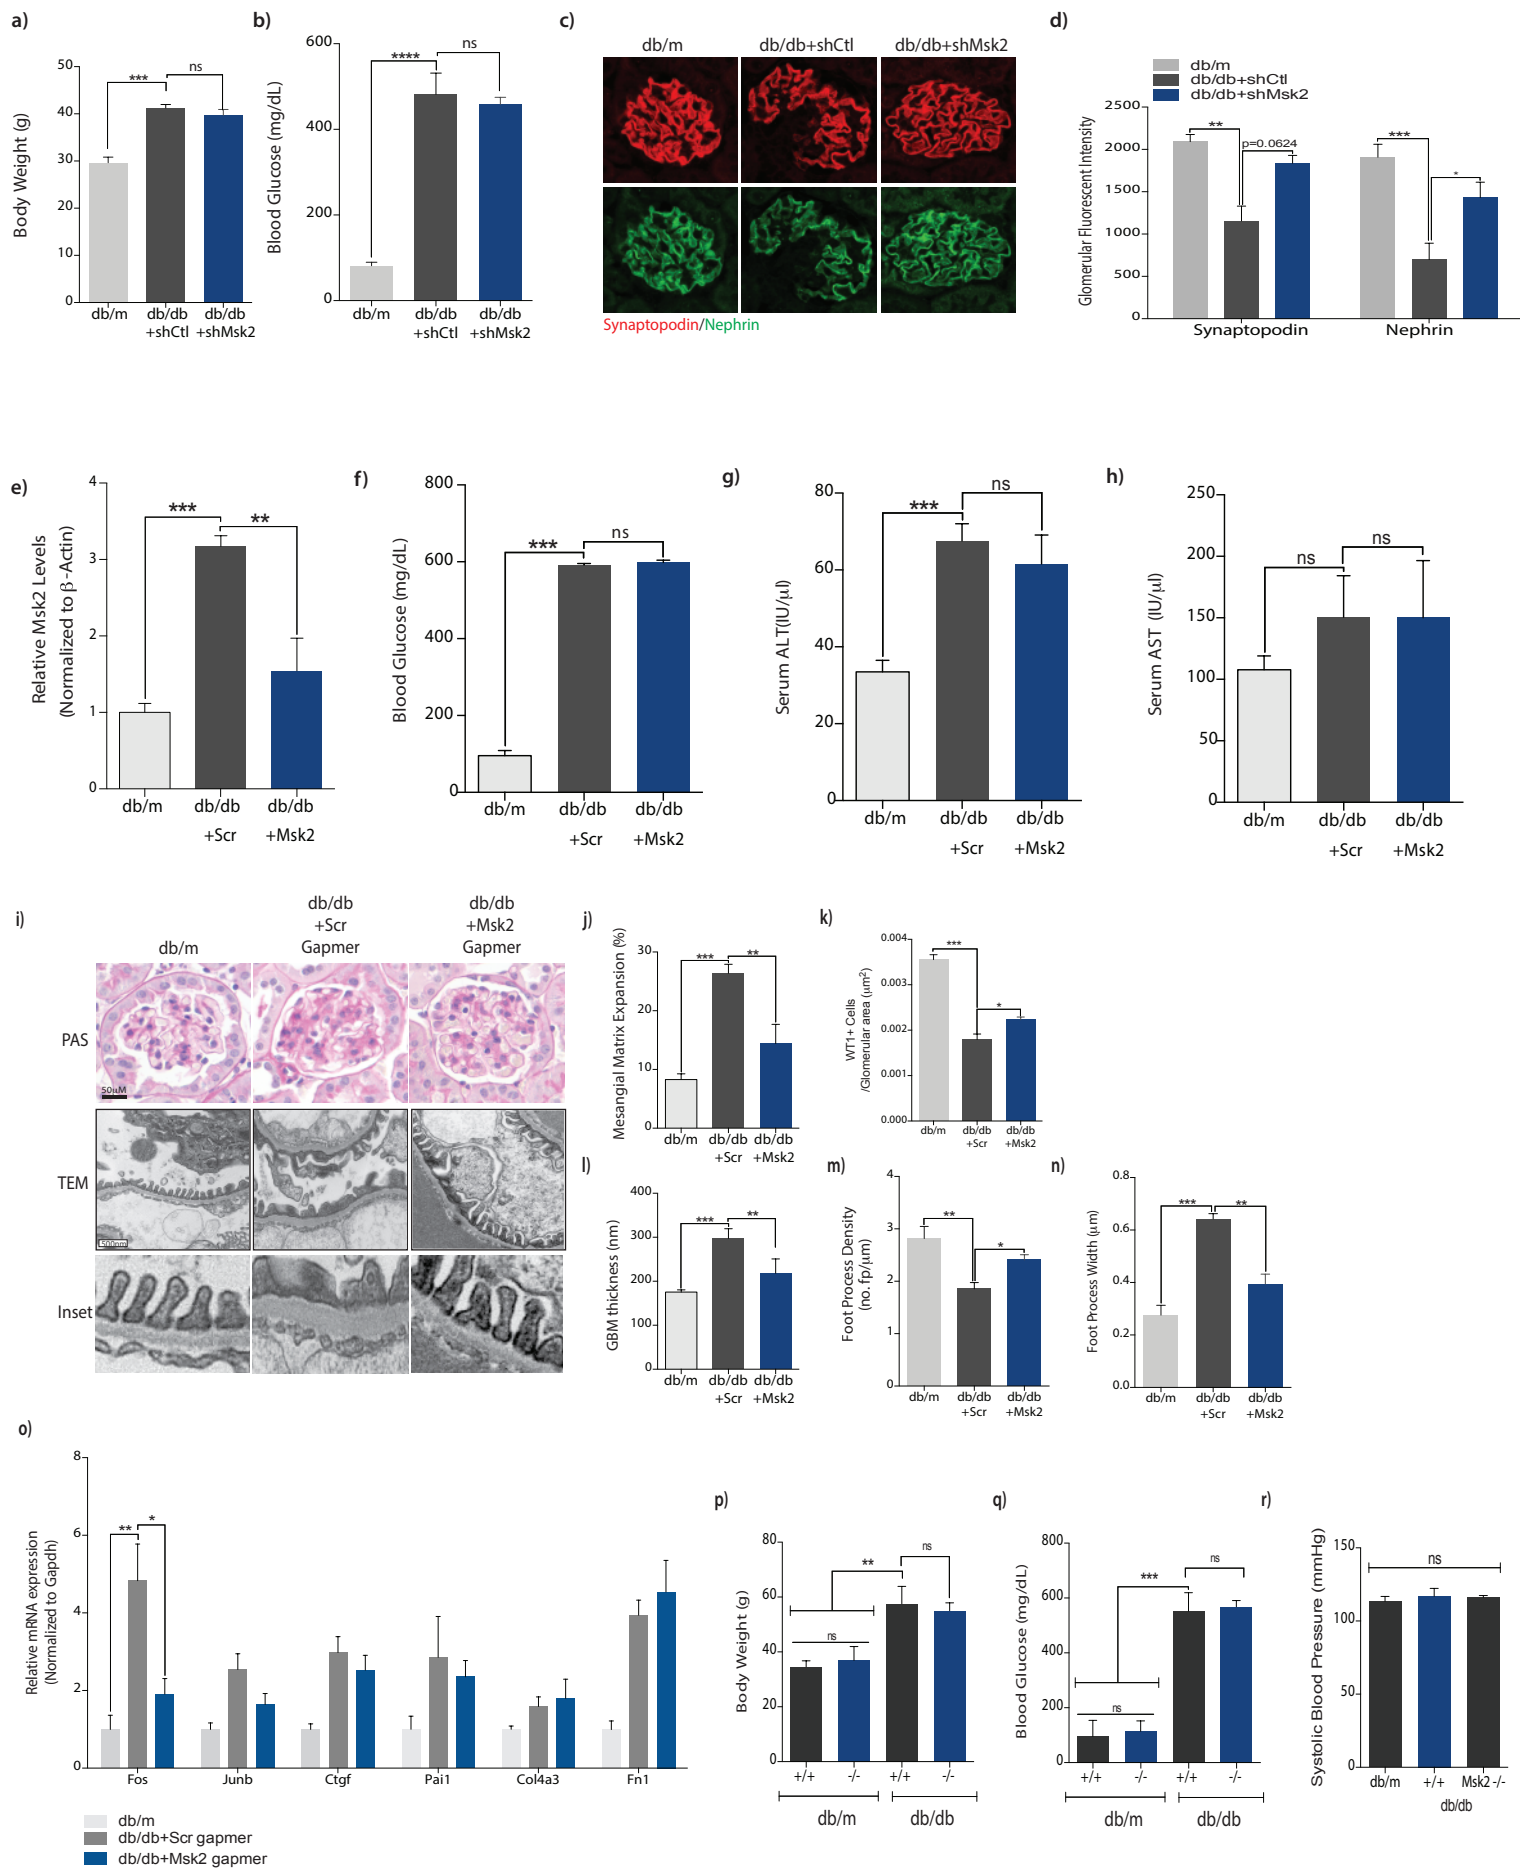

**Supplementary Figure 9: Msk2 depletion in vivo attenuates features of DN**

a-b) Body weight and blood glucose levels from db/m (n=4), db/db+shCtr (n=3) and db/db+shMsk2 (n=5) c) Representative immunofluorescence micrographs of kidneys from mice in (a) stained with anti-synaptopodin or anti-nephrin antibodies. Sections were counterstained with DAPI. Scale bars denote 50  $\mu$ M. d) Quantification of synaptopodin and nephrin glomerular mean fluorescence intensity from the groups in (a). e) Densitometric analysis of western blots from Fig. 6m demonstrating depletion of Msk2 f-h) Fasting blood glucose (f), serum Aspartate Aminotransferase (AST) (g), and serum Alanine Aminotransferase (ALT) levels (h) in db/m (n=4), db/db+Scramble (Scr) gapmer (n=5) and db/db+Msk2 Gapmer (n=5). i) Representative images of PAS Staining and TEM micrographs. Scale bars denote 50  $\mu$ M (first row) 0.5  $\mu$ M (second row). Merged inset highlights podocyte specific H3S10P. j-n) Quantification of mesangial matrix expansion (j), WT1+ cells (k), GBM Thickness (l), Foot process density (m) and foot process width (n) in gapmer treated mice and controls. o) Gene expression analysis of RNA isolated from kidneys of db/m (n=3), db/db+Msk2 (n=4) and db/db+Scr (n=4) gapmers. Expression values normalized to Gapdh internal controls. p-r) body weight (p), fasting blood glucose (q) measurements from db/m (n=3), db/m;Msk2<sup>-/-</sup> (n=3), db/db (n=3) and db/db;Msk2<sup>-/-</sup> (n=5). r) Systolic blood pressure measurements, from db/m, db/db and db/db;Msk2<sup>-/-</sup> mice. n=2 mice/group was utilized. Data are expressed as mean  $\pm$  s.e.m. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001, \*\*\*\*P < 0.0001.

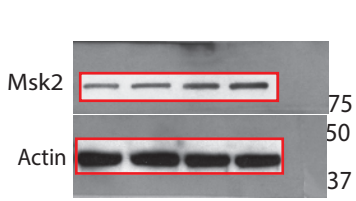

Fig. 4m

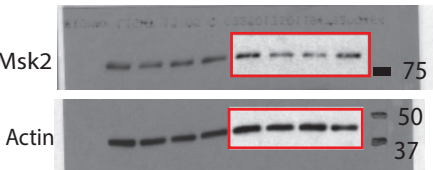

Fig. 5c

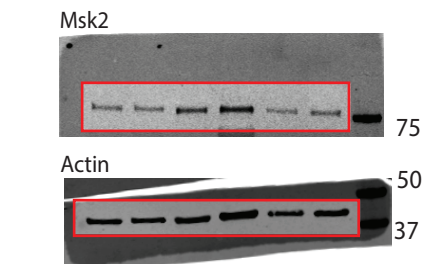

Fig. 6a

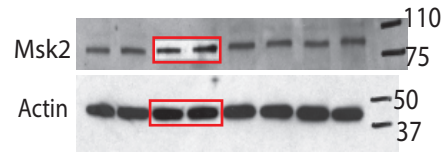

Fig. 4n

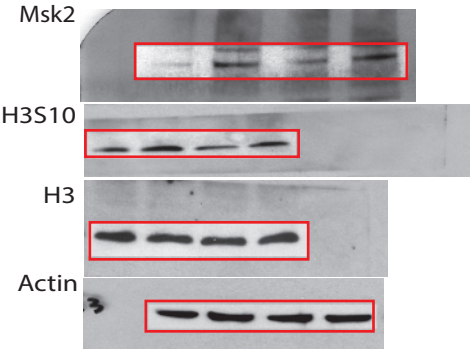

Fig. 5d

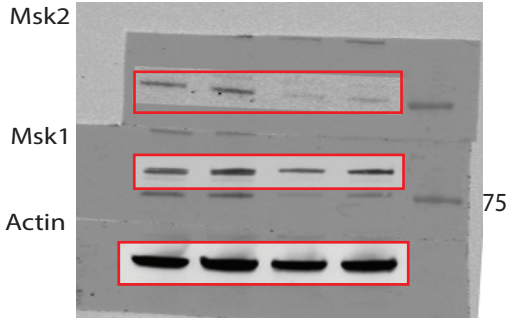

Fig. 6l

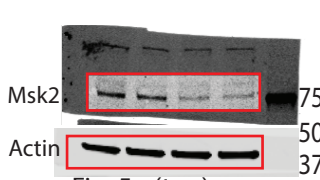

Fig. 5g (top)

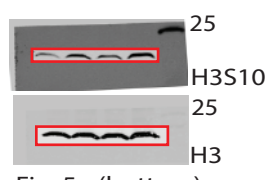

Fig. 5g (bottom)

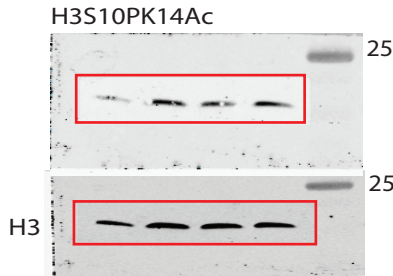

Fig. 5f

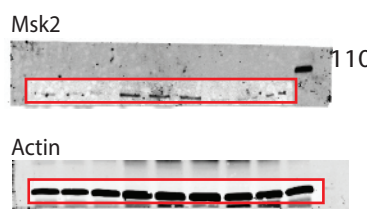

Fig. 6m

**Supplementary Figure 10: Original Western Blots.** Red boxes highlight area presented in corresponding figures.

| <b>Supplementary Table 1</b>            | <b>Control (n=8)</b> | <b>DN (n=7)</b> | <b>P-Value</b> |
|-----------------------------------------|----------------------|-----------------|----------------|
| <b>Age (Yrs.)</b>                       | 57.5±11.5            | 61.1±10.6       | ns             |
| <b>Sex (M/F)</b>                        | 6/2                  | 4/3             |                |
| <b>Macroalbuminuria (&gt;300 mg/dl)</b> | 0                    | 3/6             |                |
| <b>Serum Creatinine (mg/dL)</b>         | 0.99±0.21            | 2.57±1.14       | <0.01          |
| <b>eGFR (ml/min/1.73m<sup>2</sup>)</b>  | 79.81±15.52          | 31.07±18.10     | <.001          |

**Supplementary Table 1:** Characteristics of control subjects and patients with DN. Data are expressed as mean± s.e.m. ns: no significance.

| qPCR (cDNA) | Gene:           | Forward:               | Reverse:               |
|-------------|-----------------|------------------------|------------------------|
| Mouse       | Gapdh           | GCCTGGAGAAACCTGCCAA    | CGAAGGTGGAAGAGTGGGAG   |
|             | Msk2            | GGTGAGCGTGGAGAACTTCG   | GAAGGCGTAGTGCAGTGTGA   |
|             | Col4a3          | AGAGGGGACGAGGGCGGAAC   | TCCCCGGCGGGACACAGATT   |
|             | Col4a1          | TTCTCTTCTGCAACATCAAC   | GAATCTGAATGGTCTGACTG   |
|             | Ctgf            | GAGGAAAACATTAAGAAGGGC  | AGAAAGCTCAAACCTTGACAG  |
|             | Fn1             | CCTATAGGATTGGAGACACG   | GTTGGTAAATAGCTGTTCCG   |
|             | Tgfb1           | GGATACCAACTATTGCTTCAG  | TGTCCAGGCTCCAAATATAG   |
|             | Timp1           | CATCCTCTTGTTGTATCAC    | CATGAATTTAGCCCTTATGACC |
|             | Serpine1        | AGCAACAAGTTCAACTACAC   | CTTCCATTGTCTGATGAGTTC  |
|             | Rock1           | GACTGGGGACAGTTTTGAGAC  | GGGCATCCAATCCATCCAGC   |
|             | Dnm1l           | GATTCAATCCGTGATGAGTATG | TAAGTAACCTATTCAGGGTCC  |
|             | Fos             | GAAGGGAACGGAATAAGATG   | CATCTTCAAGTTGATCTGTCTC |
|             | Junb            | GAACAGCCTTTCTATCACG    | GTTTCAGGAGTTTGTAGTCG   |
|             | Wt1             | GTAAACAAGTGAAAAGCC     | TCAGATTTGGAAGCAGTTTG   |
| Mouse/Human | TaqMan Assay ID |                        |                        |
|             | mmu-mir-93      | 1090                   |                        |
|             | U6 snRNA        | 1973                   |                        |

| Forward:           |            | Reverse:                       |                       |
|--------------------|------------|--------------------------------|-----------------------|
| Genotyping Primers | GFP/miR-93 | TGCTCAGGTAGTGTTGTGCG           | CACATGAAGCAGCACGAC    |
|                    | Puro       | GTCACCGAGCTGCAAGAACT           | CAGGAGGCCTTCCATCTGT   |
|                    | Thy1.1     | CGCTCTCCTGCTCTCAGTCT           | GCACGTGCTTCTCTTCTCT   |
|                    | Pod-iCre   | TCAACATGCTGCACAGGAGAT          | ACCATAGATCAGGCGGTGGGT |
|                    | VEGF-Wt    | ATGTGACAAGCCAAGGCGGTG          | -                     |
|                    | VEGF-exon8 | TGGCGATTTAGCAGCCAGATA          | -                     |
|                    | VEGF-LacZ  | -                              | GGTAGGGGTTTTTCACAGAC  |
|                    | Msk2KO     | CGTTGGCTACCCGTAATATTGCTGAAGAGC |                       |
|                    | Msk2WT     | AAGATCTTCAGGGCATCTCTTTATCCTACG |                       |
|                    | Msk2KO-WT  | TTGTGCTCCCATGCTGCAGCCCGGCCTTC  |                       |

| Forward:           |            | Reverse:               |                         |
|--------------------|------------|------------------------|-------------------------|
| Subcloning Primers | mMsk2_3UTR | CTCGAGCTCCCGCCACTGTGAC | GAATTCTGCAGCACTGGGTGGAG |
|                    | mMsk2 WT_1 | CTCTGCTGCCTCTGGCTTCT   | CGAGGCGGATCACAAGCAATA   |
|                    | mMsk2 MUT  | TCAATGGGCGGGGTCGTT     | -                       |
|                    |            | Target Site Protector  |                         |
|                    |            |                        |                         |
|                    | VEGF TSP   | TCCGGACCCAAAGTGCTCTG   |                         |
|                    | NT TSP     | GTGTAACACGTCTATACGCCCA |                         |

**Supplementary Table 2: Oligonucleotide Sequences and TaqMan Assay IDs**

How the deposited data were processed for this re-analysis (not part of the article)

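DNase-Seq of differentiated mouse podocytes in NG, HG+NT and HG+miR-93, with 2 replicates each and 1 genomic DNA input, was re-analysed from 3 lists of MACS2 peaks, 1 per condition. Upstream of these lists, the authors trimmed reads with TrimGalore!, mapped them to mm10 with Bowtie, filtered duplicates and called peaks with MACS2 against the input with the parameters recommended for DNase-seq, whose values the paper's text does not name. The lists are named as joint sets, so the replicates of a condition appear to have been pooled. The authors' fold in the lists is the ratio of the fragments at a peak's summit to the input's local mean, each increased by 1, and the authors' −log10 p and −log10 q compare the same numbers by a Poisson model. The authors' own analysis counted reads around each TSS and compared them by DESeq, which was not repeated here, and gene set enrichment was replaced by gene families taken from symbols. RNA measurements and single replicates were not analysed here, and 2 loci of Fig. 4 are not reported here.

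The depth of each list was recovered from the values. Every listed p was taken as a Poisson tail at a whole number of scaled fragments, and the fragments and the input's local mean were solved from the fold and p of each peak. A solution was found for 100% of peaks and was unique for 83.1% of NG, 88.5% of HG+NT and 83.3% of HG+miR-93 peaks. Of several solutions, the one with the fewest fragments was used. This rule was chosen after the values had been seen, because another rule had given implausible pileups. On 40000 simulated peaks the fragments were recovered for 99.9%. Of these simulated peaks, 93.9% had a unique solution, more than in any list, so the recovery in the lists may be lower. The input's background mean was 1.43 fragments in each list, and a local mean below it was set to it by the peak caller. The lists hold 6, 10 and 12 fragments at the median summit, so that a single promoter had a wide counting interval.

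Peaks were ordered by −log10 p and then by fold to select the strongest. At the border of the 20000 strongest, 10.7% of NG, 20.3% of HG+NT and 16.2% of HG+miR-93 peaks taken were equal to others in both, and were drawn at random. Over 20 random orders, the share of HG-gained peaks absent from HG+miR-93 was 72.7% to 73.3% in this set. At the border of the 50000 strongest, 42.5% of NG, 5.32% of HG+NT and 0.758% of HG+miR-93 peaks taken were drawn in the same way.

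Overlaps were computed with a minimum of 1 bp and compared with lists shifted circularly along each chromosome (20 shifts). TSSs were those of protein-coding transcripts in GENCODE vM21 on GRCm38, the build of the lists. A promoter was a TSS with 500 nt on either side, as in the paper. Promoter peaks were ranked as percentiles by fold within each list. Gene families were compared with 10000 random gene lists, matched on the mean percentile in 50 bins. Fragments were averaged in bins of 5 Mb with at least 500 peaks for the comparison of chromosomes. Shares of peaks have 95% Wilson intervals and pileups 95% exact Poisson intervals. The steps were tested on simulated data: the overlaps matched a direct count for 400 peaks under each definition, each of 3 exchangeable lists was highest or lowest at 66.3% to 67.0% of 20000 genes, and of 200 unchanged gene lists 6% fell outside percentiles 2.5 to 97.5. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

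The genes named were those the paper names for its DNase-Seq data and their mRNA, the other genes of its model, those of Supplementary Fig. 6, its podocyte markers and *Gapdh*, together with the 3 protein-coding genes with the largest reversal in each direction. This rule and most alternatives were set before the data were examined: a minimum −log10 q of 2 or 5, the 50000 or 20000 strongest peaks, a reciprocal overlap of 50%, summits within 150 bp, chromosomes 1 to 19 and X alone, promoters of 1000 nt on either side, ranking by −log10 p, summed folds, the stronger promoters and unmatched gene lists. Chosen after seeing the data were the 5000 strongest peaks, the 20000 strongest with summits within 150 bp, ranking by recovered pileup, and the fold over the chromosome's median promoter fold.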

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

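The tests in this part were chosen only after the results they bear on had been seen, and those of chromosome copies and of chromosome X replaced earlier versions whose values are also given.

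Promoters and other peaks on chromosomes 8, 15 and 19 had higher values in both HG lists than in NG, a signal in regions that the paper does not discuss. In bins of 5 Mb, the mean pileup relative to the autosomes was 1.25 times that of NG in HG+NT on these chromosomes (median of 60 bins) and 0.979 times on the other autosomes (430 bins). With the trend on GC content removed within each list, the 3 chromosomes stood at 1.02 to 1.04 in NG, 1.31 to 1.32 in HG+NT and 1.30 to 1.33 in HG+miR-93. The other autosomes stood at 0.981 to 1.02 in NG, and in HG+NT at 0.982 to 1.14, the highest being chromosome 6. GC content as the whole cause is argued against by the ratio of 1.23 that remained after its trend was removed, and the difference in depth by the ratio of 0.988 between HG+miR-93 and HG+NT, whose depths also differ. A response of promoters would leave other peaks level, but peaks more than 2500 nt from a TSS had a ratio of 1.248. A candidate explanation that the values do not decide is that the cells of the HG cultures carried more copies of these chromosomes than those of the NG cultures. All 60 bins (100%) lay above 1.102, a ratio that 2.5% of the bins of the other autosomes exceeded, once the GC trend was removed. The chromosomes had been chosen for their high values in HG+NT, so this count does not test the explanation. In its first version, 56 of 60 bins (93.3%) had an unadjusted ratio above 1, which fell short of the 95% set for it, against 182 of 430 (42.3%) on the other autosomes. The input stood at 1.12 to 1.16 on the 3 chromosomes. Whether glucose itself changed these chromosomes was not tested and stays open, because all NG cultures had low and all HG cultures high glucose. The labels also name a mimic for the HG cultures alone, so transfection cannot be told apart from glucose. *Junb*, *Col4a1*, *Msk2* and *H1fnt* lie on them.

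Chromosome Y was low in both HG lists, which the paper does not report. Over its first 5 Mb, the mean pileup relative to the autosomes was 0.249 times that of NG in HG+NT and 0.218 times in HG+miR-93, from 35, 37 and 39 peaks in NG, HG+NT and HG+miR-93. Depth is argued against, since the deeper HG+NT list had 0.391 times the mean fragments at these summits. Loss of chromosome Y alone would leave X at one level, but with the GC trend removed its level in HG+NT was 1.33 times that in NG. A candidate explanation that the values do not decide is that the HG cultures came from cells with 2 X chromosomes and no Y. X should then stand near the autosomes in the HG lists and near 0.5 in NG. Its level was 1.05 in HG+NT but 0.793 in NG, and without the GC adjustment it was 0.858 and 0.753. The first version of this test used the unadjusted ratio of X to the autosomes, which in HG+NT was 1.14 times that of NG, below the 1.5 set for it, and the adjusted 1.33 is also below it. These tables do not show which cells were used, and a mixture of cells or a response to glucose or to transfection stays open, untested. The HG+NT and HG+miR-93 lists stood at the same levels, with X at 1.05 and 1.04.

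Most of the strongest NG peaks lay away from TSSs and had lower folds or no peak in the HG lists, at sites that the paper does not discuss. Of 36 NG peaks with a −log10 q of at least 5, 29 lay more than 2500 nt from a TSS and 2 within 500 nt, whereas all 8 such HG+NT peaks lay within 500 nt. Their fold was 4.61 to 22.1 in NG, with a median of 69 fragments. At 25 of these summits a HG+NT peak was listed, with a median fold of 1.55, and at 28 a HG+miR-93 peak, with a median fold of 1.48. At 1 site, on chromosome 8, the fold was also high in HG+NT (4.99) and HG+miR-93 (3.85). Copies missing from the reference genome in the cells of all cultures would raise all lists alike. For the 25 sites with a HG+NT peak as a group, they are argued against by this fold of 1.55 beside those of NG, but not at the site on chromosome 8. Counting noise is argued against there by the pileup, which was 6.88 times that of HG+NT. A sequence shared by the sites is a candidate explanation: 18 sites shared a 12-base sequence with another site, and 23 of 1000 random sets of NG peaks had as many, with a median of 10. The input's local mean was 3 at these sites against 2 over all NG peaks, and at 6 sites it was at least 8. None of these 6 had a HG+NT or HG+miR-93 peak, so the fold of 1.55 does not cover them. A response to glucose or to transfection at these sites stays open, untested.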

How the results depend on the processing

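No paired analysis was possible because the lists hold no replicates, although replicate numbers are shared across the labels, and for the same reason no replicate was left out. Values are given in the order NG, HG+NT and HG+miR-93.

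The numbers of peaks and the overlaps depended on the threshold. With a −log10 q of at least 2, the lists held 73, 94 and 1 peaks, 100% of HG-gained peaks were absent from HG+miR-93, 0% of HG-lost peaks were present in it, 1.06% of HG+NT peaks were shared by all conditions and 0% of HG+miR-93 peaks were in neither other list. With a −log10 q of at least 5 there were 36, 8 and 0 peaks, and the first 3 shares were 100%, 0% and 0%; the last had no value. The 4 shares were 55.3%, 13.6%, 13.9% and 43.6% for the 50000 strongest peaks, 73.0%, 11.6%, 11.3% and 59.8% for the 20000 strongest, 42.2%, 33.8%, 59.6% and 13.3% with a reciprocal overlap of 50%, and 70.7%, 19.7%, 11.3% and 51.8% with summits within 150 bp. The 20000 strongest peaks against all deposited peaks gave no value for HG-gained peaks, as none was left, and 0%, 100% and 0% for the others. With both the 20000 strongest peaks and summits within 150 bp, chosen after seeing the data, the shares were 90.4%, 4.28%, 3.92% and 83.8%. Keeping chromosomes 1 to 19 and X alone left 1036251, 845973 and 900050 peaks and the 4 shares the same, and no peaks of a list overlapped or touched. A stricter threshold leaves fewer peaks to overlap; otherwise the cause was not tested.

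The share of summits within 500 nt of a TSS was 27.4%, 88.3% and 100% with a −log10 q of at least 2, 5.56% and 100% with at least 5, where HG+miR-93 had no peak, 12.3%, 13.6% and 12.0% for the 50000 strongest peaks, 28.5%, 19.6% and 15.2% for the 20000 strongest, and 65.6%, 45.1% and 30.7% for the 5000 strongest, chosen after seeing the data. The promoters with a peak were 30, 102 and 2, then 7, 10 and 0, under these 2 thresholds on q, 8340, 9726 and 8970 for the 50000 strongest peaks, 7296, 5652 and 4721 for the 20000 strongest, and 55373, 55377 and 55369 over all annotated genes.

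NG was more often highest or lowest at promoters than the other conditions, and HG+NT least often, under every alternative run. HG+NT was so at 61.0% by −log10 p, and HG+NT and HG+miR-93 at 61.2% and 66.0% over the stronger promoters. By pileup the shares were 76.4%, 60.7% and 62.9%, and with folds over the chromosome's median NG and HG+NT had 72.0% and 62.8%. Both of these settings were chosen after seeing the data. A −log10 q of at least 2 in all lists left 2 genes, so it gave no value for promoters, genes or families. Among gene families from HG+NT to HG+miR-93, olfactory and vomeronasal receptor genes moved to percentile 66.0 by −log10 p. Histone genes moved to 0.00 and Zfp genes to 1.56 by pileup, and ribosomal protein genes to 1.35 by pileup and 1.80 with 1000 nt promoters.

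Single genes changed direction mostly by pileup. From NG to HG+NT, the change was then -2.83 for *Fos*, 4.72 for *Junb* and 3.33 for *Msk2*. From HG+NT to HG+miR-93 it was -0.0435 for *Fn1*, 1.66 for *Ctgf*, 2.79 for *Fos* and -0.463 for *Msk1*, whose HG+miR-93 peak had 2 solutions. Summed folds gave -7.76 for *Fn1* from NG to HG+NT and -1.87 for *Msk1* from HG+NT to HG+miR-93. Folds over the chromosome's median gave -2.004 for *Msk2* from HG+NT to HG+miR-93, where −log10 p gave -0.609. Of 84 changes of single genes under the alternatives set before the data were examined, 81 kept their direction, 31 of them moving by more than 5 points. By pileup, with the fewest fragments where several solutions existed, 21 of 28 kept it, and 27 of 28 with folds over the chromosome's median. The causes were not tested. Depth limits single promoters: the counting intervals of *Fn1*, *Rock1*, *Fos*, *Junb* and *Jun* overlapped between all conditions.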

Differences from the paper's values

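The paper gives no value for a measure computed here, so the differences are of direction. They concern percentiles, which rank promoters within each list, whereas the paper's tracks show tag density. The tracks of Fig. 4 show *Fn1* and *Rock1* higher in HG+NT than in NG and lower with miR-93. Here *Fn1* rose by 11.6 percentile points from NG to HG+NT and by 0.911 from HG+NT to HG+miR-93. By pileup, a ranking chosen after seeing the values, the second change was -0.0435, while under the alternatives set before the data were examined it stayed positive. With folds summed, the changes of *Fn1* were -7.76 and 9.12. Without ranking, its fold went from 2.62 to 3.42 and then 3.30, and its pileup from 5.36 to 8.57 and then 7.58. Both thus rose and then fell, as in the tracks, with overlapping intervals of the pileup. *Rock1* rose by 24.7 and then by 4.31 points and rose in the second step under every alternative run. Its pileup also rose, from 10.3 to 11.7 and then 12.4, with overlapping intervals.

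The paper states that *Junb* gained hypersensitivity under HG and lost it with miR-93. Its percentile changed here by -14.7 from NG to HG+NT and by 20.6 from HG+NT to HG+miR-93. Ranked by −log10 p the changes were -1.04 and 5.10, and with folds over the median of its chromosome, chromosome 8, they were -37.2 and 36.1, a setting chosen after seeing the values. By pileup, chosen after seeing the values, its percentile rose by 4.72 and then by 0.224 points. No alternative gave a fall of the percentile in the second step. The pileup itself, without ranking, rose from 12.5 to 16.1 and then fell to 12.8. This is the direction the paper states, with overlapping intervals.

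The paper reports no significant change in the location of sites, as measured by the distribution of reads, a measure that was not computed here. By another measure, 28.5% of NG, 19.6% of HG+NT and 15.2% of HG+miR-93 summits lay within 500 nt of a TSS among the 20000 strongest peaks. Among the 50000 strongest the shares were 12.3%, 13.6% and 12.0%, and over all peaks 2.12%, 2.38% and 2.24%, both without a fall from NG to HG+NT. Of the 50000 NG peaks, however, 42.5% were drawn at random from equal ones.

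Supplementary Fig. 7b gives gene sets of transcription and of CENPA nucleosomes as less sensitive with miR-93. Histone genes had a median change of -2.81 here, at percentile 15.7 of random gene lists, and Zfp genes of -0.669, at percentile 22.7. By pileup, chosen after seeing the values, they lay at percentiles 0.00 and 1.56. Histone genes lay at 4.80 by −log10 p, a ranking by which the median change of Zfp genes was 0.801.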

Other observations

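The tests in this part were chosen only after the results they bear on had been seen.

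Among the 5000 strongest peaks, the share within 500 nt of a TSS fell from 65.6% in NG to 45.1% in HG+NT and 30.7% in HG+miR-93, in the order of their depth. Among the 50000 strongest this order did not hold, with 12.3%, 13.6% and 12.0%, but 42.5% of those NG peaks were drawn at random from equal ones. Depth is argued against as the cause: with fragments thinned at random to the depth of NG, the share was 38.7% in HG+NT and 24.1% in HG+miR-93, further from NG. Over all peaks, the mean pileup within 500 nt of a TSS was 2.08, 2.11 and 2.03 times that of peaks more than 2500 nt away in NG, HG+NT and HG+miR-93. Whether the digestion differed between cultures was not tested, and a response to glucose, to transfection and to miR-93 stays open, untested.

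NG was highest or lowest at 73.1% of promoters, more than either HG condition. Counting noise at the lower depth of NG gives part of this, since unchanged promoters simulated at these depths gave NG a share of 71.8% by pileup, up to 72.6% in 20 draws, against 76.3% observed. The chromosomes with another level in the HG lists are argued against as the whole cause: with 8, 15, 19, X and Y left out, the share of NG was 72.2% over 18173 genes. A response to glucose or to transfection stays open, untested.

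Of the 19 genes reported from the list fixed before the data were examined, 9 had HG+NT above or below both other conditions, and 12 had when ranked by pileup, with the fewest fragments where several solutions existed. Of the 13 among them outside Fig. 4 and Supplementary Fig. 8, 5 did by fold. *Msk2* (*Rps6ka4* in the annotation), on chromosome 19, had percentiles of 89.9, 82.3 and 82.5 in NG, HG+NT and HG+miR-93. Its homologue *Msk1* (*Rps6ka5*) had percentiles of 88.2, 99.9 and 99.9, with the highest −log10 q of the named genes, 4.09 in HG+NT, at a summit in an intron near an internal TSS. *Gapdh*, the paper's reference for mRNA, had percentiles of 59.3, 52.2 and 42.5, but rose by 2.17 and then by 3.52 points when ranked by pileup. From NG to HG+NT, the median change was -6.55 points for olfactory and vomeronasal receptor genes, below all 10000 random lists, and -4.67 for Zfp genes, at percentile 0.24. Under the alternatives the former stayed below all lists and the latter was at percentile 1.79 at the highest. No alternative matched the random lists on GC content or position. Over bins of 5 Mb the ratio of HG+NT to NG rose with GC content, so GC content stays open as a cause of these changes. Histone genes changed by -8.86 (percentile 5.12, and 0.18 to 29.7 under the alternatives) and ribosomal protein genes by -5.21 (percentile 6.69, and 1.45 to 19.3).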
